# Dorsal and Ventral Hippocampus Differentiate in Functional Pathways and Differentially Associate with Neurological Disease-Related Genes during Postnatal Development

**DOI:** 10.3389/fnmol.2017.00331

**Published:** 2017-10-16

**Authors:** A-Ram Lee, Jong-Hwan Kim, Eunsil Cho, Mirang Kim, Mikyoung Park

**Keywords:** dorsal hippocampus, ventral hippocampus, transcriptome, RNA-seq, neurological diseases, postnatal development

## Abstract

The dorsal and ventral regions of the hippocampus are important in cognitive and emotional processing, respectively. Various approaches have revealed the differential molecular and structural characteristics, and functional roles of the hippocampus. Recent RNA sequencing (RNA-seq) technology has enriched our understanding of the hippocampus by elucidating more detailed information on gene expression patterns. However, no RNA-seq–based study on gene profiles in the developing hippocampus has been reported. Using RNA-seq–based bioinformatic analysis in conjunction with quantitative real-time polymerase chain reaction analysis and a comparison of *in situ* hybridization data obtained from the Allen Brain Atlas, we provide a thorough analysis of differentially expressed genes in the dorsal and ventral hippocampus at specific developmental ages representing the postnatally maturing hippocampus. Genes associated with particular functional pathways and marker genes for particular neurological diseases were found to be distinctively segregated within either the dorsal or ventral hippocampus at specific or at all developmental ages examined. We also report novel molecular markers enriched in the dorsal or ventral hippocampus. Taken together, this study provides insights into the molecular mechanisms underlying physiological functions linked to the dorsal or ventral hippocampus. The information provided in the study also contributes to a better understanding of brain functions and serves as a resource for future studies on the pathophysiology of dorsal and ventral hippocampal functions.

## Introduction

The hippocampus has traditionally been explored for its function in memory formation (Eichenbaum, 1997; Squire et al., 2004). However, this region has also been proposed to regulate other functions in the brain (Fanselow and Dong, 2010). Although the basic circuitry of the hippocampus is remarkably similar along its septotemporal axis, the main intrinsic and extrinsic connections are very different for the dorsal and ventral regions, and they connect with different sets of extra-hippocampal structures (Ruth et al., 1982; Roberts et al., 1984; Van Groen and Lopes da Silva, 1985; Witter, 1986; Bannerman et al., 2014). Whereas the dorsal hippocampus receives polymodal sensory information from cortical areas, the ventral hippocampus is much more closely linked to subcortical structures, such as the amygdala, and the hypothalamic-pituitary-adrenal axis (Bannerman et al., 2014).

Research on the region-specific functional differentiation within the hippocampus has recently extended from experimental analyses to large-scale bioinformatics analyses (Moser and Moser, 1998; Leonardo et al., 2006; Lein et al., 2007; Thompson et al., 2008; Dong et al., 2009; McHugh et al., 2011). The dorsal hippocampus has been reported to be responsible for cognitive processing, such as spatial learning (Kim and Fanselow, 1992; Moser et al., 1993, 1995; McHugh et al., 2011; Bannerman et al., 2014), while the ventral hippocampus has been suggested to be involved in emotional processing, such as anxiety (Bannerman et al., 2003, 2004, 2014; McHugh et al., 2011). Different subtypes of neurons in the dorsal and ventral hippocampus were distinctly responsive to chronic stress (Czéh et al., 2015). In addition, chronic stress led to a decrease in long-term depression in the ventral but not dorsal hippocampus, further revealing a region-specific impact of chronic stress (Pinto et al., 2015). Furthermore, stress and corticosteroids differentially modulate long-term potentiation and long-term depression along the septotemporal axis of the hippocampus (Maggio and Segal, 2007a,b, 2009a,b, 2010, 2011). Compared with the dorsal hippocampus, the ventral hippocampus expresses lower magnitude long-term potentiation. Exposure to acute stress reversed this difference, and the ventral hippocampus from stressed rats expressed greater long-term potentiation than that produced in the dorsal hippocampus, which showed stress-induced reduction in long-term potentiation (Maggio and Segal, 2007b, 2009b, 2010, 2011). Differential sensitivity in responses to stimuli inducing NMDA-mediated potentiation has also been reported in the dorsal and ventral hippocampus (Maggio et al., 2015).

Such functional and behavioral differentiation within the hippocampus implies region- and cell-specific molecular heterogeneity. Indeed, serotonin receptors were shown to be differentially expressed in different regions of the hippocampus (Tanaka et al., 2012). Microarray analyses have also revealed the molecular heterogeneity of the hippocampus along the dorsal-ventral axis (Leonardo et al., 2006; O’Reilly et al., 2015). More recent work has recapitulated and extended the previous research on the differentiation of the hippocampus along the dorsal-ventral axis (Zeisel et al., 2015; Cembrowski et al., 2016a,b) by using RNA sequencing (RNA-seq), a powerful tool that enables systematic, comprehensive, and global analysis of transcriptomes (Nagalakshmi et al., 2008; Sultan et al., 2008; Wang et al., 2009). The RNA-seq approach has revealed a remarkable transcriptional heterogeneity of hippocampal CA1 pyramidal neurons and has provided a comprehensive database of transcription in hippocampal principal neurons, including the granule and mossy cells of the dentate gyrus and the pyramidal cells of the CA3, CA2 and CA1 areas (Cembrowski et al., 2016a,b). Therefore, investigating the potential transcriptional diversification within the developing hippocampus may provide a better understanding of neurodevelopmental disorders.

As the brain develops during early life, plasticity and maturation rates differ across the brain regions (Heim and Binder, 2012). Thus, the various regions and functional processes may be differentially sensitive to environmental insults at any given developmental time (Brydges et al., 2014). The hippocampus plays a crucial role in learning and memory processes and emotional behavior during development. The robust growth of the amygdala and hippocampus during the neonatal phase, that is, postnatal day (P) 0–P21, highlights the importance of neural and functional development. During the prepubertal phase (P21–P30), the cortical regions and the limbic system, including the hippocampus and amygdala, undergo structural and functional maturation. These limbic and cortical regions continue to mature during puberty and adolescence (P30–P60) and are actively involved in modulating hormonal stress reactivity in adulthood (Ulrich-Lai and Herman, 2009). Therefore, extensive knowledge of gene profiles during postnatal development of the hippocampus will provide gene set information that may vary with environmental perturbations or stress. In the present study, based on the developmental stages of rodents (Andersen and Teicher, 2008; Brenhouse and Andersen, 2011; Eiland and Romeo, 2013; Brydges et al., 2014), we examined three ages that correspond to three different postnatal developmental stages in rats, neonatal (P14), prepubertal (P28) and adolescence (P45) phases, using RNA-seq analysis to provide extensive information on the transcript profiles of the postnatally maturing hippocampus. This study is distinguished from previous RNA-seq studies as those studies explored only single developmental phases at P26–P35 (Cembrowski et al., 2016a,b). In addition, hippocampal subregions were divided into ventral and dorsal areas (Figure 1A) in the present study to identify the patterns of gene expression along the dorsal-ventral axis in the postnatally maturing hippocampus.

**Figure 1:**
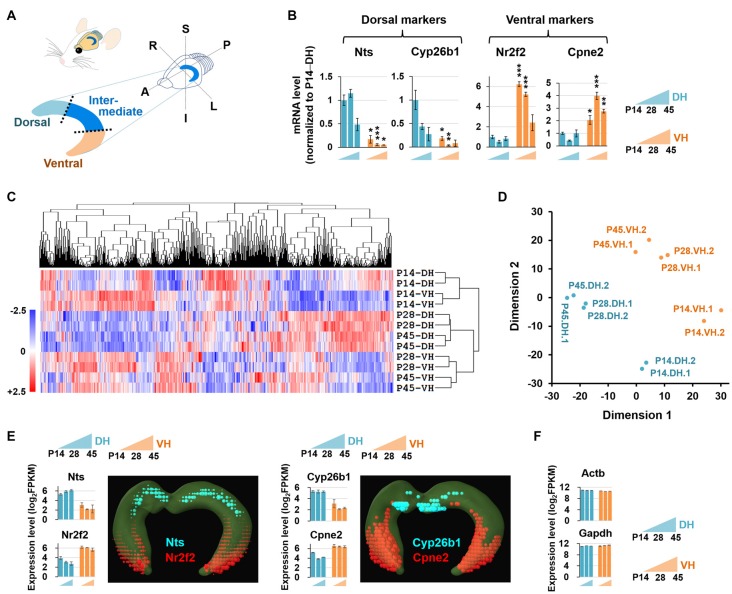
Experimental setup for RNA sequencing (RNA-seq)-based transcriptome analysis. **(A)** Diagram illustrating the dissection strategy of the dorsal and ventral hippocampus used in this study. A, anterior; P, posterior; S, superior; I, inferior; R, right; L, left. **(B)** Relative mRNA levels based on qRT-PCR results of the dorsal (Nts, Cyp26b1) and ventral (Nr2f2, Cpne2) markers in the developing hippocampus. *n* = 3–5 independent samples. Data represent mean ± SEM. *p < 0.05, **p < 0.005, ***p < 0.0005 compared with the corresponding DH at the same age, Student’s *t* test. Refer to Supplementary Table S5 for detailed statistics, including *n* number, *t*-value, degree of freedom and *p-value* for individual genes. **(C)** Hierarchical clustering analysis of RNA-seq data. Genes in duplicates are well clustered with one another. The values of log_2_FPKM were normalized to the value ranges from a minimum of −2.5 to a maximum of +2.5. **(D)** Multidimensional scaling plot for RNA-seq data. Dimension 1 and dimension 2 separate all 12 RNA-seq libraries based on the gene expression value. Euclidean distances were used to generate the plot. **(E,F)** Expression levels of the genes previously reported to be enriched in the dorsal (Nts, Cyp26b1) or ventral (Nr2f2, Cpne2) hippocampus **(E)** and evenly distributed throughout the hippocampus (Actb, Gapdh) **(F)**. Graphs indicate RNA-seq–based gene expression (rat brain). Data represent mean ± SEM. Images denote *in situ* hybridization–based gene expression (mouse brain) using ABA Brain Explorer 2. DH, dorsal hippocampus; VH, ventral hippocampus; P, postnatal day.

In the current study, we provide the first RNA-seq-based bioinformatic analysis of the developing dorsal and ventral hippocampi of rat brain at P14, P28 and P45. The RNA-seq data were verified by quantitative real-time polymerase chain reaction (qRT-PCR) and in part complemented by available *in situ* hybridization data from the mouse Allen Brain Atlas (ABA). Through the RNA-seq–based transcriptome analysis and qRT-PCR validation, we found that genes associated with long-term synaptic potentiation and long-term memory are strongly expressed in the dorsal hippocampus at P14 and P28 while genes associated with cholinergic synaptic transmission at P14, P28 and P45, and with the GABAergic synapse at P14, P28 and P45 are strongly expressed in the ventral hippocampus. In addition, we provide distinct segregations of transcripts associated with neural diseases along the dorsal-ventral axis of the hippocampus during postnatal development. Our analyses also revealed novel molecular markers enriched in the dorsal or ventral hippocampus. The extensive gene profiles provided in this study will serve as a reference to guide future investigations on the physiology and pathology of dorsal and ventral hippocampal functions.

## Materials and Methods

### Animals

All experimental protocols involving animals and their embryos were performed in accordance with the guidelines and regulations of the Korea Institute of Science and Technology. All experimental protocols were approved by the Institutional Animal Care and Use Committee at Korea Institute of Science and Technology (approval number: 2017-038).

### Sample Acquisition for RNA-seq and qRT-PCR

Sprague-Dawley rats aged P14, P28 and P45 were used for this study. Rats were anesthetized with halothane (2-bromo-2-chloro-1,1,1-trifluoroethane, Sigma Aldrich), and hippocampi were isolated. The hippocampus, including the dentate gyrus, CA3, CA2, CA1 and subiculum, was equally trisected to divide into a ventral, intermediate and dorsal portion, as shown in Figure 1A. Only the ventral and dorsal parts were collected for the study, and these ventral and dorsal hippocampal tissue lysates were used for total RNA isolation and subsequent RNA-seq and qRT-PCR analyses.

### RNA Extraction, cDNA Library Construction, RNA-seq and Data Analysis

RNA-seq was performed as previously described (Joe et al., 2017). Briefly, total RNA was extracted using an RNeasy kit (Qiagen, Valencia, CA, USA), and the RNA-seq library was then prepared using a TruSeq RNA Sample Prep kit (Illumina, San Diego, CA, USA). The sequencing was performed based on the Illumina NextSeq500 platform to generate 150 bp paired-end reads. The sequenced reads were mapped to the Rat genome (rn5) using TopHat 2, and the raw read counts were obtained using HT-seq (v.0.6.0; Anders et al., 2015). The edgeR (v. 3.12.1; McCarthy et al., 2012) was used to quantify gene expression from the RNA-seq data. Transcript expression levels were calculated as the fragments per kilobase of transcript per million fragments mapped (FPKM). The FPKM value of each gene was scaled via the trimmed mean of M-values (TMM) across all libraries for further analysis. In each analysis, differently expressed genes were selected through edgeR (v. 3.12.1). The criteria for determining a significantly altered gene were a fold change greater than 1.5 and a false discovery rate (FDR) less than 0.05. Heatmaps were constructed using MeV software (Howe et al., 2011). Statistical analyses and graph construction were performed using R (v. 3.3.0) and PYTHON (v. 2.7.6). The mapping statistics for RNA-seq were summarized in Supplementary Table S3.

### RNA-seq Data Access

RNA-seq data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under the accession number GSE96079; for a link for reviewers: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=qlmjcoacxjonnmx&acc=GSE96079.

### Criteria for Categorizing Clusters

For the classification of the up-regulated genes over development, significantly increased genes between P14 and P45 (P45/P14 > 1.5 and FDR < 0.05) were first selected for each dorsal and ventral hippocampus group. Among the genes, the up-regulated genes (P28/P14 > 1 and P45/P28 > 1) were selected by the comparison with the intermediate step, P28. For the classification of the down-regulated genes over development, significantly decreased genes between P14 and P45 (P14/P45 > 1.5, FDR < 0.05) were selected for each of the dorsal and ventral hippocampus group. Among the genes, the down-regulated genes (P14/P28 > 1 and P28/P45 > 1) were selected (Figure 2).

**Figure 2:**
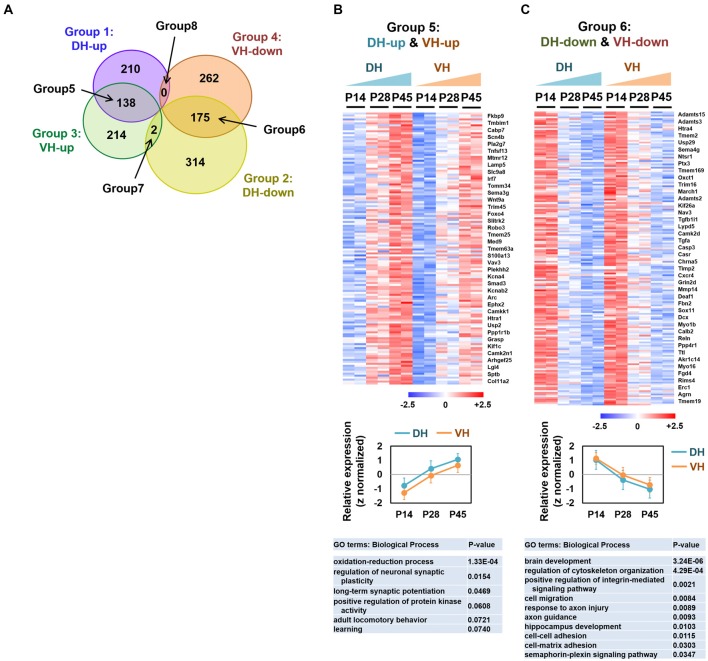
Analysis of the overlapping differentially expressed genes among groups 1–4. **(A)** Venn diagram illustrating the eight categories (groups 1–8) of the expression profiles in the dorsal or ventral hippocampus during postnatal development. **(B,C)** Heatmaps (upper), relative expression levels (middle) and gene ontology (GO) terms (biological process; lower) for the genes belonging to group 5 (DH-up and VH-up) **(B)** and to group 6 (DH-down and VH-down) **(C)**. Selected genes are represented on the right side of the heatmaps. The values of log_2_FPKM were normalized to the value ranges from a minimum of −2.5 to a maximum of +2.5. Graphs show the relative expression levels. Refer to Supplementary Figure S2.

### Criteria for Dorsally or Ventrally Enriched Genes with RNA-seq Data

The dorsally or ventrally enriched genes were categorized by applying the same criteria (fold change 1.5, FDR < 0.05) for each time point (P14, P28 and P45), respectively (Figures 3–5). For highly enriched genes dorsally or ventrally (Figure 4D), the genes with a fold change of ventral hippocampus/dorsal hippocampus (VH/DH) ≥4.0 or ≤−4.0 at all developmental stages (P14, P28 and P45) were selected.

**Figure 3:**
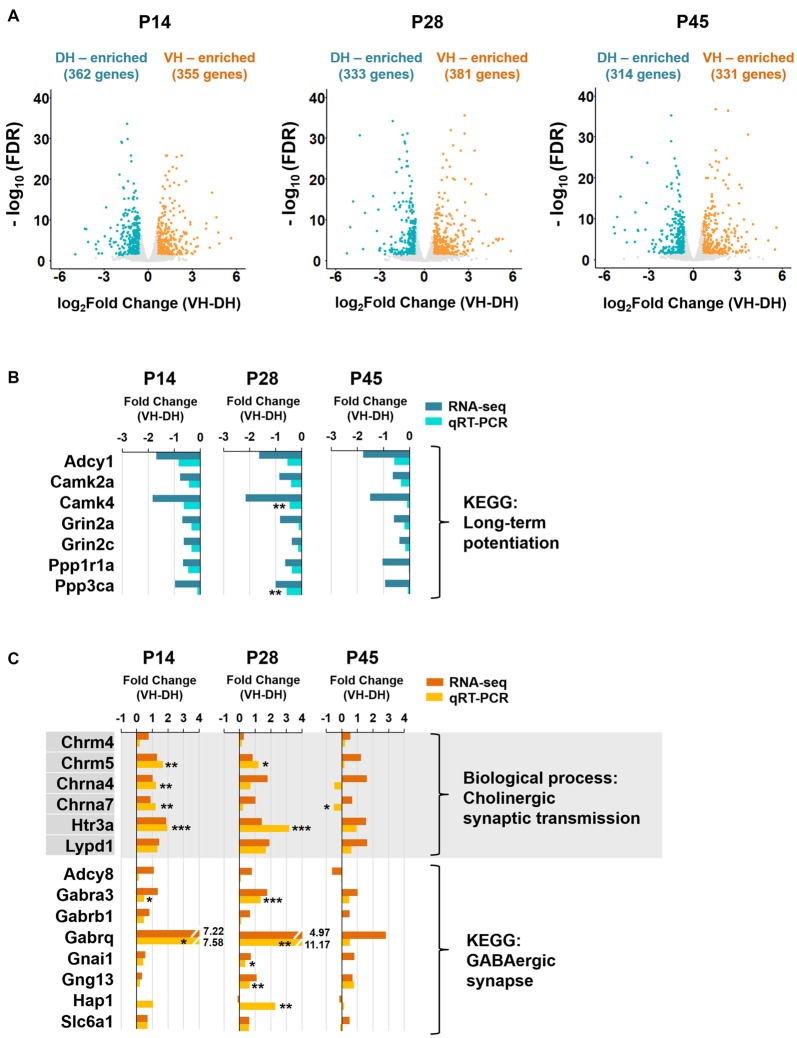
The long-term potentiation pathway is associated with the dorsal hippocampus, whereas cholinergic synaptic transmission and GABAergic synapse are associated with the ventral hippocampus during postnatal development.** (A)** Volcano plots for the dorsally or ventrally enriched genes in the hippocampus during postnatal development. Genes with a fold change of VH to DH ≥1.5 or ≤−1.5 were defined as ventrally or dorsally enriched genes, respectively, at individual developmental stages (P14, P28 and P45). Refer to Supplementary Table S1 for the full gene list at each age. DH, dorsal hippocampus; VH, ventral hippocampus. **(B)** qRT-PCR validations of the genes belonging to the long-term potentiation pathway associated with dorsally enriched gene groups at P14, P28 and P45 (Supplementary Figure S3B). RNA-seq and qRT-PCR values of each gene were compared at each developmental ages. *n* = 3–4 independent samples. **p < 0.005 for VH compared with DH, Student’s *t* test. Refer to Supplementary Table S5 for detailed statistics, including *n* number, *t*-value, degree of freedom and *p-value* for individual genes. **(C)** qRT-PCR validations of the genes belonging to the biological process of cholinergic synaptic transmission (Supplementary Figure S4A) and the KEGG pathway of GABAergic synapse (Supplementary Figure S4B) associated with ventrally enriched gene groups at P14, P28 and P45. RNA-seq and qRT-PCR values of each gene were compared at each developmental age, *n* = 3–5 independent samples *p < 0.05, **p < 0.005, ***p < 0.0005 for VH compared with DH, Student’s *t* test. Refer to Supplementary Table S5 for detailed statistics, including *n* number, *t*-value, degree of freedom and *p-value* for individual genes.

**Figure 4:**
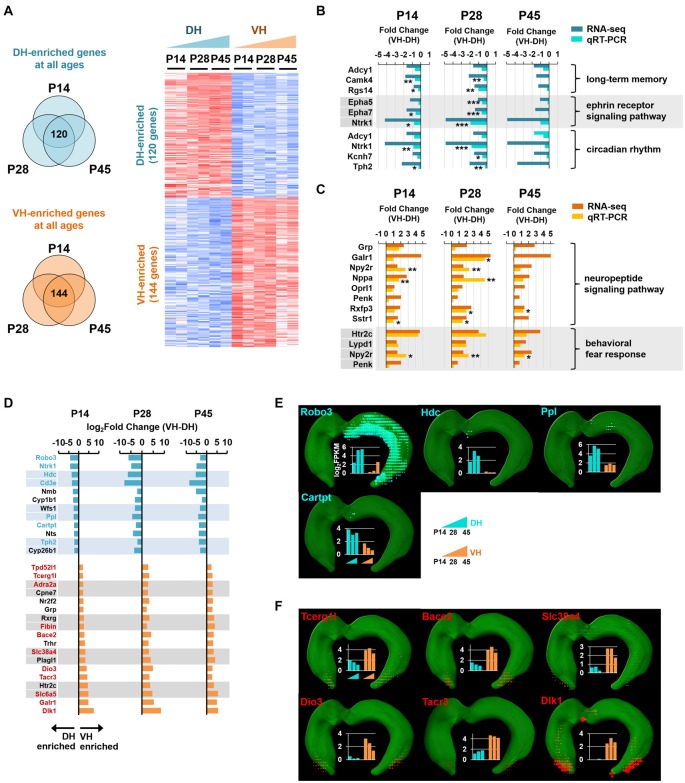
Analysis of enriched genes at all three developmental ages in the dorsal and ventral hippocampus.** (A)** Genes with a fold change of VH to DH ≥1.5 or ≤−1.5 at all developmental stages (P14, P28 and P45) were defined as ventrally or dorsally enriched genes, respectively. Heatmap for the dorsally or ventrally enriched genes. Refer to Supplementary Table S2 for the full gene list. **(B)** qRT-PCR validations for the genes belonging to the GO terms, long-term memory (Adcy1, Camk4, Rgs14), ephrin receptor signaling pathway (Epha5, Epha7, Ntrk1) and circadian rhythm (Adcy1, Ntrk1, Kcnh7, Tph2) targeted by the dorsally enriched genes at all three developmental ages (P14, P28, and P45) *n* = 3–5 independent samples. *p < 0.05, **p < 0.005, ***p < 0.0005 VH compared with DH, Student’s *t* test. Refer to Supplementary Table S5 for detailed statistics, including *n* number, *t*-value, degree of freedom and *p-value* for individual genes. Also refer to Supplementary Figure S5A. **(C)** qRT-PCR validations for the genes belonging to the GO terms, neuropeptide signaling pathway (Grp, Galr1, Npy2r, Nppa, Oprl1, Penk, Rxfp3, Sstr1), and behavioral fear response (Htr2c, Lypd1, Npy2r, Penk) targeted by the ventrally enriched genes at all three developmental ages. Refer to Supplementary Figure S5B. *n* = 3–5 independent samples. *p < 0.05, **p < 0.005 VH compared with DH, Student’s *t* test. Refer to Supplementary Table S5 for detailed statistics, including *n* number, *t*-value, degree of freedom and *p-value* for individual genes. **(D)** Genes with a fold change of VH to DH ≥4.0 or ≤−4.0 at all three developmental stages (P14, P28 and P45) are selected as ventrally or dorsally highly enriched genes, respectively. The gene names are presented on the left side of the graphs; genes in cyan and red font indicate newly identified potential markers for the dorsal and ventral hippocampus, respectively. **(E,F)** *In situ* hybridization data obtained using ABA Brain Explorer 2. Among the potential novel marker genes in **(D)**, only those that were validated by the ABA *in situ* hybridization data were presented as novel dorsal **(E)** and ventral **(F)** hippocampal markers. Graphs represent RNA-seq data; y-axis indicates the value of log_2_FPKM. Note that RNA-seq and qRT-PCR data were obtained from rat samples, whereas ABA *in situ* hybridization data were obtained from mouse samples.

**Figure 5:**
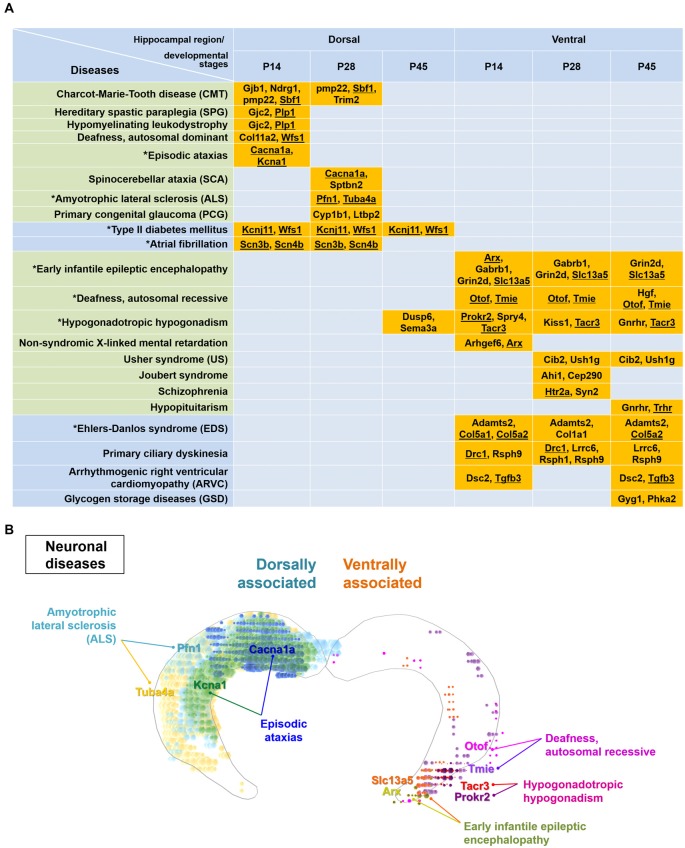
Particular disease-related genes are differentially expressed within either the dorsal or ventral hippocampus. **(A)** Genes enriched dorsally or ventrally in the hippocampus at each developmental age (Figure 3, Supplementary Table S1) were analyzed by the KEGG mapper program for disease search. Note that specific disease-related genes are distinctly segregated in the dorsal or ventral hippocampus, except for genes related to hypogonadotropic hypogonadism. Gene names are listed with the related diseases at individual developmental ages. Diseases presented in the green-shaded area are nervous system-related diseases. Underlined genes represent those enriched based on both the ABA *in situ* hybridization data and the RNA-seq data. Refer to Supplementary Figure S6 for the ABA *in situ* hybridization images for the underlined genes. Diseases marked with an asterisk were used to model the molecular domains related with specific diseases in **(B)** and Supplementary Figure S7. **(B)** Model for molecular domains related to neuronal diseases in the postnatally developing dorsal or ventral hippocampus. Based on the genes and their related diseases identified in this study in conjunction with the ABA *in situ* hybridization data, the spatial distribution of molecular domains related to the specific neuronal diseases was modeled. Only those molecules that share similar results between RNA-seq and ABA *in situ* hybridization analyses among the disease-related molecules in **(A)** were used for generating the molecular domains. Note that RNA-seq data were obtained from rat samples, whereas ABA* in situ* hybridization data were obtained from mouse samples. Refer to Supplementary Figure S7 for more information on the modeling of the spatial distribution of molecular domains related to non-neuronal diseases.

### Bioinformatic Analysis

The Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources v6.8^1^ (Huang da et al., 2009a,b; Joe et al., 2017) was applied for the GO analysis on the basis of three categories, including biological process, cellular component and molecular function, and also for the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis (Kanehisa and Goto, 2000; Kanehisa et al., 2014). For the disease analysis, rat genes belonging to the dorsally or ventrally enriched categories were converted to human homologous genes, which were then applied to the KEGG mapper tool^2^, a disease searching tool.

### Analysis of the ABA *in Situ* Hybridization Data

*In situ* hybridization data were obtained from the coronal or sagittal ABA images of the hippocampal regions, including Ammon’s horn and the dentate gyrus across the long hippocampal axis using mouse ABA Brain Explorer 2 (Lein et al., 2007; Lau et al., 2008). Dorsally enriched genes were marked in cyan, and ventrally enriched genes were marked in red. For all ABA images presented in this study, the intensity was ranged between 124 and >260, and the density was ranged between 0.0248 and >0.1, except for the following genes: Cyp26b1 (Figure 1E) and Cpne2 (Figure 1E) with intensities adjusted between 98 and >260; Tacr3 (Figure 4F, Supplementary Figure S6) with intensity adjusted between 79 and >166 and density adjusted between 0.00414 and >0.1; Kcna1 (Supplementary Figure S6) with intensity adjusted between 159 and >260; Otof (Supplementary Figure S6) with intensity adjusted between 79 and >154 and density adjusted between 0.0152 and >0.0779; Tmie (Supplementary Figure S6) with intensity adjusted between 108 and >154 and density adjusted between 0.0414 and >0.1; and Pfn1, Sbf1, Scn3b and Tuba4a (Supplementary Figure S6) with densities ranging between 0.0655 and >0.1 for clearer visualizations.

### qRT-PCR and Analysis

The isolated dorsal and ventral hippocampal tissues were homogenized using a Dounce Tissue Grinder (Wheaton), and subsequent total RNA extraction steps were followed as described in the manufacturer’s instructions. Briefly, total RNAs were purified from the isolated tissues using RNAiso Plus (TaKaRa, Japan). The cDNA was reverse transcribed from total RNA using a PrimeScript II 1st strand cDNA synthesis kit (TaKaRa, Japan). The qRT-PCR was performed using Power SYBR Green PCR Master Mix (Thermo Fisher Scientific). The reaction mixture contained 2 μL of cDNA corresponding to 100 ng of total RNA, 300 nM of each gene-specific primer, and 2× Power SYBR Green PCR Master Mix in a total volume of 20 μL. The cycling parameters of the StepOnePlus Real-Time PCR System (Applied Biosystems) were as follows: 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. Relative expression levels were calculated according to the 2^−ΔΔCT^ algorithm that was internally normalized to the value of the glyceraldehyde 3-phosphate dehydrogenase (GAPDH) gene, which did not display differential expression among the samples in this study. Experiments were performed with three to five independent samples. The primer sets for the 40 genes used for qRT-PCR validations are listed in Supplementary Table S4.

To obtain a dorsally or ventrally enriched index, the relative expression level (2^−ΔΔCT^) of each sample (total of six samples: dorsal and ventral hippocampal samples at the three developmental stages represented on P14, P28 and P45) for each gene was normalized to that of the dorsal hippocampal sample at P14. Then, the normalized expression value in the dorsal hippocampus was subtracted from that in the ventral hippocampus at each developmental age. Genes with index values <0 or >0 were defined as enriched dorsally or ventrally, respectively.

## Results

### Experimental Strategy for RNA-seq Based Transcriptome Analysis of the Postnatal Dorsal and Ventral Hippocampus in Rats

The dorsal and ventral hippocampus have been shown to be functionally segregated (Moser and Moser, 1998; Bannerman et al., 2003; Lein et al., 2007; McHugh et al., 2011), and recent RNA-seq studies have provided comprehensive bioinformatic data supporting the notion of dorsal and ventral heterogeneity in the hippocampus (Zeisel et al., 2015; Cembrowski et al., 2016a,b). However, no RNA-seq–based bioinformatic study of the developing dorsal and ventral hippocampus has been reported. 

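RNA from the dorsal hippocampus (DH) and the ventral hippocampus (VH) of Sprague-Dawley rats was sequenced at postnatal days 14, 28 and 45 (P14, P28 and P45), with 2 libraries for each of the 6 combinations of region and age, 12 libraries in all. Each tissue piece held dentate gyrus, CA3, CA2, CA1 and subiculum, and the intermediate part of the hippocampus was left out. The paper's Table S3 gives 17525597 and 14881853 uniquely mapped read pairs for the P14 DH libraries and 17924402 and 13626603 for the P14 VH libraries. At P28 the paper's totals are 12943706 and 10509726 pairs for DH and 14701036 and 14859907 for VH. At P45 they are 16112912 and 17594199 pairs for DH and 15154497 and 15244652 for VH, and the median over the 12 libraries is 15018175. The authors mapped the reads to the rn5 rat genome with TopHat 2, counted them with HT-seq and tested the counts with edgeR. The values used below are the authors' fragment densities per transcript (FPKM), which carry no read counts, so the counting error of a single value is not known. Each FPKM value was put on the scale log2(FPKM + 1), and all 12 libraries were fitted together in limma with 1 mean per group and 6 residual degrees of freedom. The 14259 transcripts above 0 FPKM in at least 2 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method. A transcript was called enriched at an adjusted p under 0.05 and a fold change above 1.5, the paper's criteria. Fold changes are those of FPKM + 1, VH over DH unless another comparison is named, and this scale makes the changes of transcripts near or under 1 FPKM smaller than the ratio of their FPKM.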

To investigate whether the dorsal and ventral hippocampus exhibit differential transcript profiles during postnatal development, and if so, whether the genes involved are related to biologically functional pathways and/or to neural diseases associated with these brain regions, we performed RNA-seq using 12 samples (in duplicate), which consisted of dorsal and ventral hippocampal tissues at three different postnatal developmental stages, P14, P28 and P45. We first tested whether the samples were appropriately prepared for this study by detecting established dorsal and ventral markers. The gene expression levels of the RNA-seq data were calculated as the fragments per kilobase of transcript per million fragments mapped (FPKM). 

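The FPKM values are listed for 17933 RefSeq transcripts with 17098 gene symbols, and 1303 of the transcripts share their symbol with another transcript. Per library, the values sum to between 511388 and 537102 FPKM (median 523615), and between 4364 and 4860 transcripts are listed at 0. Averaged over the libraries, 11190 transcripts reach at least 1 FPKM. A listed 0 is not always an absence of reads, because the paper's Table S1 lists 7 transcripts at P14, 3 at P28 and 7 at P45 that are above 0 here in at most 1 library. Gspt1 (NM_001003978), Hprt1 (NM_012583) and Ncan (NM_031653) are among them and are listed at 0 in all 12 libraries.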

Gene markers reported in previous studies of the dorsal (Nts, Cyp26b1) and ventral (Nr2f2, Cpne2) hippocampus (Leonardo et al., 2006; O’Reilly et al., 2015; Cembrowski et al., 2016a,b) were readily detected by qRT-PCR (Figure 1B) and RNA-seq (Figures 1E,F) with our experimental preparation and further cross-validated using the *in situ* hybridization results from the mouse ABA (Figure 1E). In addition, clustering analysis (Figure 1C) and multidimensional scaling (Figure 1D) of RNA-seq data showed sufficient clustering and similarity between the duplicate samples. These data together indicate that our samples are appropriately prepared for the study.

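The RNA-seq values of the 4 markers are means ± SD of the 2 libraries of each group (n = 2). Nts (NM_001102381) was at 54.3 ± 12.3 FPKM in DH and 12.0 ± 6.98 in VH at P14, 78.4 ± 16.1 and 4.93 ± 1.53 at P28, and 89.4 ± 13.6 and 6.17 ± 3.74 at P45. Its log2 fold changes were −2.19, −3.75 and −3.75 (standard error 0.46 at each age, adjusted p = 0.0336, 0.00426 and 0.00511). Cyp26b1 (NM_181087) was at 9.49 ± 0.457 FPKM in DH and 2.22 ± 1.41 in VH at P14, 9.62 ± 1.75 and 1.32 ± 0.0992 at P28, and 9.20 ± 1.65 and 1.19 ± 0.00317 at P45. The Cyp26b1 log2 fold changes were −1.78, −2.18 and −2.21 (standard error 0.28 at each age, adjusted p = 0.0117, 0.0045 and 0.00564). Nr2f2 (NM_080778) was at 5.90 ± 2.25 FPKM in DH and 35.5 ± 11.0 in VH at P14, 3.62 ± 0.899 and 31.8 ± 4.27 at P28, and 3.47 ± 0.234 and 25.1 ± 4.61 at P45. For Nr2f2 the log2 fold changes were 2.41, 2.84 and 2.53 (standard error 0.28 at each age, adjusted p = 0.0049, 0.00226 and 0.00364). Cpne2 (NM_001256466) was at 20.1 ± 0.860 FPKM in DH and 59.6 ± 19.3 in VH at P14, 11.6 ± 1.78 and 54.3 ± 5.64 at P28, and 10.4 ± 1.64 and 51.2 ± 8.54 at P45. For Cpne2 they were 1.48, 2.14 and 2.19 (standard error 0.22 at each age, adjusted p = 0.0104, 0.00243 and 0.00265). All 12 comparisons, 4 genes at 3 ages, passed both criteria, and in each of them both libraries of the enriched region lay above both libraries of the other. The alternative that moved this most was a fit of only the 4 libraries of each age, in which 0 of the 12 reached an adjusted p under 0.05 and all 12 kept an unadjusted p under 0.05 from limma. Actb (NM_031144), a gene with no expected regional difference, changed by −0.25, −0.34 and −0.24 (adjusted p = 0.0423, 0.0117 and 0.0481) and Gapdh (NM_017008) by 0.16, 0.07 and 0.32 (adjusted p = 0.288, 0.638 and 0.0424), all below the fold change criterion. Values from qRT-PCR and in situ hybridization were not analysed here.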

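Distances between libraries were computed as Euclidean distances over the log2(FPKM + 1) values of the 14259 transcripts. The 6 pairs of duplicates lay between 31.85 and 39.4 apart, and the 12 pairs of a DH and a VH library of the same age between 42.51 and 52.12, with no overlap between these ranges. The Spearman correlation across transcripts was 0.9863 to 0.9902 between duplicates and 0.9784 to 0.9845 between DH and VH libraries of 1 age. For each of the 12 libraries the nearest other library was its duplicate. The margin was smallest for the P28 DH duplicates, which lay 39.4 apart, while the first of them lay 39.69 from the second P45 DH library. Average and complete linkage both joined the duplicates first in every group when the tree was divided into 6 clusters. With a pseudocount of 0.1, and with 1 minus the Spearman correlation under average linkage, the P28 DH duplicates fell into separate clusters, and so did the P45 VH duplicates over the 1000 transcripts with the largest variance. The paper takes the markers and the grouping of the duplicates to indicate that the samples were suited to the comparison.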

### Gene Expression Patterns in the Dorsal and Ventral Hippocampus

We categorized the RNA-seq–based transcript expression patterns into eight groups (Figure 2A): group 1 (or 2) for genes that increase (or decrease) expression over development in the dorsal hippocampus; group 3 (or 4) for genes that increase (or decrease) expression over development in the ventral hippocampus; group 5 for overlapping genes in groups 1 and 3; group 6 for overlapping genes in groups 2 and 4; group 7 for overlapping genes in groups 2 and 3; group 8 for overlapping genes in groups 1 and 4. 

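A transcript was placed in a group when its P45 value differed from its P14 value by an adjusted p under 0.05 and a fold change above 1.5, and its P28 mean lay between the means of P14 and P45. In DH, 296 of 346 transcripts called higher at P45 rose at each step (group 1), and 395 of 463 called lower fell at each step (group 2). In VH, 292 of 339 rose (group 3) and 335 of 379 fell (group 4) at each step. With limma's treat test against a fold change of 1.5, groups 1 to 4 held 16, 36, 32 and 21 transcripts, and a fit of only the libraries compared gave 60 for group 1, 79 for group 2 and 0 for groups 3 and 4, where 433 transcripts rose and 494 fell in VH at an unadjusted p under 0.05 from limma. With the replicate number within each age as a block, groups 1 to 4 held 269, 347, 280 and 262 transcripts. Hapln2 (NM_022285) had the largest rise of group 1 and of group 3, from 1.20 ± 0.147 FPKM at P14 to 10.1 ± 2.94 at P28 and 14.4 ± 1.21 at P45 in DH, and from 0.140 ± 0.0265 to 7.43 ± 1.18 and 13.2 ± 0.128 in VH (mean ± SD, n = 2). Its log2 fold change from P14 to P45 was 2.80 in DH and 3.63 in VH (standard error 0.19, adjusted p = 0.000257 and 0.000104). Apoc1 (NM_001109996), 1 of several transcripts listed under that symbol, rose by 2.30 and 2.85 on the log2 scale (adjusted p = 0.0142 and 0.00701), and its DH duplicates at P28 were 14.0 and 43.6 FPKM. Next in group 1 came Cd3e (NM_001108140), at 1.09 ± 0.806 FPKM at P14 and 8.75 ± 3.81 at P45, a change of 2.22 (adjusted p = 0.0128, and 0.0700 with a pseudocount of 0.1). In group 3 it was Ermn (NM_001008311), at 8.38 ± 3.10 FPKM at P14 and 61.8 ± 12.3 at P45, a change of 2.77 (adjusted p = 0.000795).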

To gain a better understanding of the gene expression properties in each group, we used a bioinformatic functional annotation tool, Database for Annotation, Visualization and Integrated Discovery (DAVID), to retrieve annotations from the gene ontology (GO) analysis based on the three categories, including biological process, cellular component, and molecular function (Ashburner et al., 2000) and from the Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis (Kanehisa and Goto, 2000; Kanehisa et al., 2014) to identify enriched metabolic or signaling pathway gene patterns. Learning-related GO terms, such as learning or memory, long-term synaptic potentiation and learning were selected in groups 1 (DH-up), 3 (VH-up) and 4 (VH-down; Supplementary Figure S1). 

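Within group 2, the largest falls from P14 to P45 were those of Igfbpl1 (NM_001108972), Crabp1 (NM_001105716) and Sox11 (NM_053349). Igfbpl1 went from 14.6 ± 0.221 FPKM at P14 to 3.09 ± 0.445 at P28 and 1.56 ± 0.117 at P45 (mean ± SD, n = 2), a log2 fold change of −2.61 (standard error 0.15, adjusted p = 0.000167). Crabp1 went from 17.3 ± 5.14 to 2.07 ± 0.982 FPKM (−2.59, standard error 0.45, adjusted p = 0.0101) and Sox11 from 25.7 ± 0.439 to 3.48 ± 0.361 FPKM (−2.58, standard error 0.15, adjusted p = 0.000167). In VH, Nrep (NM_178096) fell from 108 ± 20.9 to 18.4 ± 4.38 FPKM (−2.49, adjusted p = 0.000255) and Calb2 (NM_053988) from 67.4 ± 7.33 to 13.6 ± 0.125 FPKM (−2.23, adjusted p = 0.00132). Plac9 (NM_001108395) had the largest fall of group 4, −3.53 (standard error 0.89, adjusted p = 0.0416), with 27.6 and 15.2 FPKM at P14, 3.58 and a listed 0 at P28, and 0.857 and 0.861 at P45. With a pseudocount of 0.1 Plac9 was no longer called (adjusted p = 0.211). Of the transcripts that fell in DH, 381 (96.5%) also changed downward in VH, and of those that fell in VH, 322 (96.1%) also changed downward in DH, whether or not the second change was called. Enrichment of GO terms was not computed here.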

Genes belonging to groups 2 (DH-down) or 4 (VH-down) were associated with biological processes such as axon guidance, brain development, and/or neurogenesis (Supplementary Figure S1), indicating that transcript levels of genes belonging to those biological processes decrease over development, which is reasonable since axon guidance, brain development, and neurogenesis are predominant processes in early rather than later developmental stages.

Genes belonging to group 5 (DH-up and VH-up; Figures 2A,B) were associated with GO terms, such as oxidation-reduction process, regulation of neuronal synaptic plasticity, and long-term synaptic potentiation (Supplementary Figure S2A). 

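Group 5 held 130 transcripts, and 125 with the replicate number as a block. Of the 39 genes named beside the heatmap of Figure 2B, all 39 were higher at P45 than at P14 in both regions, with log2 fold changes from 0.32 to 2.41 in DH and from 0.34 to 2.66 in VH, and 26 of them met the criteria in both. Over all 1027 transcripts of groups 1 to 4, 736 were in the groups of 1 region only, but 981 (95.5%) had the same sign of change in DH and VH. The log2 fold changes of the 2 regions correlated at r = 0.829 across these transcripts, which are not independent replicates and were selected for a change in at least 1 region.

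**Figure D1:**
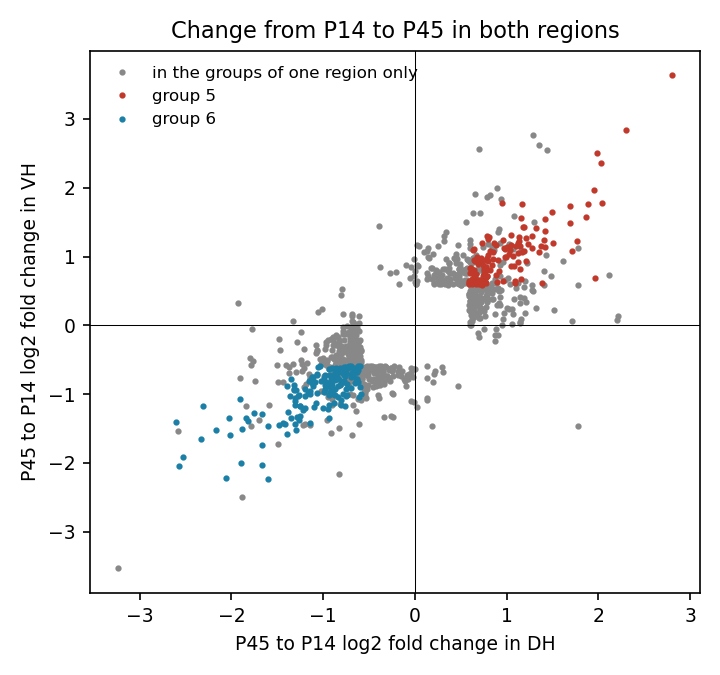
Log2 fold change from P14 to P45 in DH (x axis) against VH (y axis), on the log2(FPKM + 1) scale, for the 1027 transcripts of groups 1 to 4. Each point is 1 transcript, and 981 of them lie in the quadrants where both regions changed in the same direction.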

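In group 6 were 161 transcripts that fell at each step in both regions, and 140 with the replicate number within each age as a block. All 42 genes named beside the heatmap of Figure 2C were lower at P45 than at P14 in DH (log2 fold changes from −2.58 to −0.46) and in VH (from −2.23 to −0.45). Of these 42 genes, 28 met the criteria in both regions, and the other 14 missed them in at least 1.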

Genes belonging to group 6 (DH-down and VH-down; Figures 2A,C) were associated with GO terms, such as brain development, cell migration, axon guidance, and response to axon injury, while also revealing their association with the KEGG pathways, such as extracellular matrix (ECM)-receptor interaction, axon guidance, microRNAs in cancer, and gap junctions (Supplementary Figure S2B). Only two genes (Mei1, Phkg2) were identified for group 7 (DH-down and VH-up), and no genes were identified for group 8 (DH-up and VH-down; Figure 2A, Supplementary Figure S1E).

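No transcript met the criteria of group 7 or of group 8, under the settings used or any alternative that gave p-values, and with an unadjusted p under 0.05 from limma 1 and 3 transcripts met them. In DH, Mei1 (NM_001130555) was at 3.94 ± 0.552 FPKM at P14, 3.51 ± 1.10 at P28 and 2.23 ± 0.746 at P45, a log2 fold change from P14 to P45 of −0.63 (standard error 0.25, adjusted p = 0.151). In VH it was at 4.58 ± 1.06, 7.48 ± 1.41 and 8.09 ± 1.21 FPKM (mean ± SD, n = 2), a change of 0.71 (adjusted p = 0.118). The change of the VH to DH difference of Mei1 from P14 to P45 was 1.34 (standard error 0.36, adjusted p = 0.338). Phkg2 (NM_080584) is listed at 0 in all 12 libraries and was not tested.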

### Analysis for Genes Enriched in Dorsal or Ventral Hippocampus at Different Postnatal Ages

We next identified genes with expression levels enriched in the dorsal or ventral hippocampus at the different developmental ages. Genes with fold changes in their FPKM value of ventral to dorsal hippocampus ≥1.5 or ≤−1.5 (FDR < 0.05) were defined as ventrally or dorsally enriched, respectively. A total of 362 and 355 genes at P14, 333 and 381 genes at P28, and 314 and 331 genes at P45 were selected as dorsally and ventrally enriched genes, respectively (Figure 3A). 

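At P14, 260 transcripts were called dorsally and 245 ventrally enriched, at P28 288 and 293, and at P45 239 and 256. With an unadjusted p under 0.05 and the same fold change the numbers were 432 and 421 at P14, 422 and 492 at P28, and 372 and 401 at P45. The alternative that moved the counts most was a fit of only the 4 libraries of each age, which gave 0 calls at every age and 383 and 380 transcripts at P14, 386 and 444 at P28, and 341 and 368 at P45 at an unadjusted p under 0.05 from limma. The DH and VH libraries share replicate numbers, and the paper's text does not state whether equal numbers mark the same rats. The difference between the DH duplicates correlated with that between the VH duplicates at 0.0752 at P14, 0.0981 at P28 and 0.111 at P45 across transcripts, which are not independent. With the replicate number within each age as a block, 166 and 133 transcripts were called at P14, 230 and 201 at P28, and 174 and 156 at P45, of which 156 and 121, 213 and 187, and 156 and 145 were also called without the block. Among calls with both libraries of 1 region above both of the other, the largest differences toward DH were those of Nmb (NM_001109149) at P14, at 17.2 ± 3.02 FPKM in DH and 1.31 ± 0.510 in VH (log2 fold change −2.99), and of Nts at P28 and P45. Wfs1 (NM_031823) was among the 3 largest at each age, with −2.43, −3.16 and −3.31 (standard error 0.41, adjusted p = 0.0161, 0.00513 and 0.00548). At P28, Cd3e (NM_001108140) was at 8.87 and 4.04 FPKM in the DH libraries and listed at 0 in both VH libraries, and at P45 Nmb was at 20.6 ± 5.11 FPKM in DH and 0.767 ± 0.542 in VH. Toward VH, Htr2c (NM_012765) led at P14, at 3.32 ± 1.64 FPKM in DH and 67.5 ± 22.5 in VH (4.00, standard error 0.40, adjusted p = 0.00314). It was followed by Mx1 (NM_001271061, 3.05), which was the largest at P28 (3.60) and P45 (3.19), and with its 6 transcripts summed, a setting chosen after the values were seen, Mx1 changed by 2.69, 3.81 and 3.20 (adjusted p = 0.000845, 0.000116 and 0.000208). Ttr (NM_012681) at P28 was at 1.10 ± 0.828 FPKM in DH and 18.7 ± 9.86 in VH (3.19, adjusted p = 0.0244). Ttr is a choroid plexus gene, and choroid plexus carried over unequally between dissections cannot be told from a regional difference in Ttr. Rxrg (NM_031765) at P45 was at 1.12 ± 0.235 FPKM in DH and 14.6 ± 1.00 in VH (2.89, adjusted p = 0.000572). The Acyp1 transcript NM_001199168 was among the 3 largest at P14 (−2.40) and near 0 FPKM in VH, and with the 3 transcripts of this gene summed the change was −0.15 (adjusted p = 0.775).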

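The paper's Table S1 lists 715 transcripts at P14, 712 at P28 and 643 at P45, and 708, 709 and 636 of them were tested here. The direction was the same for 706, 708 and 636 of these. A fold change above 1.5 was found for 548, 554 and 507, and 415 (58.6%), 453 (63.9%) and 402 (63.2%) were called. With an unadjusted p under 0.05 from limma in place of the adjusted p, the numbers were 541, 549 and 501. Across the listed transcripts the log2 fold change computed here correlated with the paper's at r = 0.900, 0.896 and 0.905, and the median absolute difference was 0.18, 0.20 and 0.19. Another 90, 128 and 93 transcripts were called at P14, P28 and P45 and are not in the paper's list. The paper drew this list, and its lists of developmental, pathway, proposed marker and disease genes, from the same libraries. Agreement in direction with these lists is therefore not independent support.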

All genes belonging to dorsally or ventrally enriched groups at each developmental age are also listed in Supplementary Table S1.

We then conducted the GO enrichment and KEGG pathway analyses with the dorsally or ventrally enriched genes at individual developmental ages (Figure 3) in an attempt to identify the associated biological processes and pathways (Supplementary Figures S3, S4). Consistent with previous reports on dorsal hippocampus-dependent learning (Moser et al., 1993, 1995; McHugh et al., 2011), GO terms in biological processes, such as learning, long-term synaptic potentiation, and long-term memory at P14 and P28, and visual learning at P28, and the KEGG pathway long-term potentiation (Kouvaros and Papatheodoropoulos, 2016) at P14, P28 and P45 were associated with genes that were enriched in the dorsal hippocampus at individual ages (Supplementary Figure S3). 

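Of the 7 genes of the long-term potentiation pathway shown in Figure 3B, 6 were called dorsally enriched at P14 and at P28 and 5 at P45. Adcy1 (NM_001107239) was at 161 ± 13.2 FPKM in DH and 50.6 ± 14.1 in VH at P14 and 231 ± 52.6 and 75.2 ± 2.33 at P28 (mean ± SD, n = 2), log2 fold changes of −1.68, −1.59 and −1.77 (standard error 0.25, adjusted p = 0.00979, 0.00917 and 0.00807). Camk2a (NM_012920), at 2109 ± 109 FPKM in DH and 1130.0 ± 3.73 in VH at P28, changed by −0.75, −0.90 and −0.63 over the 3 ages (standard error 0.074, adjusted p = 0.00314, 0.000956 and 0.00435). The log2 fold changes of Camk4 (NM_012727) were −1.63, −1.86 and −1.48, those of Ppp3ca (NM_017041) −0.93, −0.99 and −0.95 and those of Ppp1r1a (NM_022676) −0.65, −0.69 and −0.97, all called. Grin2a (NM_012573) was called at P14 (−0.79, adjusted p = 0.0436) and P28 (−0.88, adjusted p = 0.0257) and not at P45 (−0.66, adjusted p = 0.0761), and the change of its difference from P28 to P45 was 0.22 (adjusted p = 0.927). Grin2c (NM_012575) was lower in VH at all ages (−0.51, −0.38 and −0.30) but below the fold change criterion. Over the 36 genes of Figures 3B, 3C, 4B and 4C at 3 ages, 78 of 108 comparisons were called, and 0 of 108 in a fit of only the 4 libraries of each age, where 90 kept an unadjusted p under 0.05 from limma. Of the genes behind the GO term learning, 6 of 6 were called at P14 and 6 of 9 at P28, and for long-term synaptic potentiation 4 of 5 and 8 of 8. For long-term memory 3 of 4 and 4 of 4 were called, and for visual learning at P28 4 of 4. Among the genes not called, Egr1 (NM_012551) changed by −0.64 at P14 (adjusted p = 0.0706) and −0.83 at P28, where it was called, and Arc (NM_019361) by −0.53 at P28 (adjusted p = 0.0274).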

The enrichment of genes belonging to the dorsal hippocampus-enriched KEGG pathway long-term potentiation were further validated by qRT-PCR (Figure 3B). 

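Of the genes listed in Supplementary Figure S4 under cholinergic synaptic transmission, 3 of 6 were called ventrally enriched at P14, 3 of 4 at P28 and 4 of 5 at P45. Under the serotonin receptor signaling pathway 2 of 3, 3 of 4 and 2 of 4 were called, and every listed gene was higher in VH at its age. At P28, Htr2c was at 3.98 ± 0.183 FPKM in DH and 42.9 ± 2.75 in VH (mean ± SD, n = 2), a log2 fold change of 3.14 (standard error 0.40, adjusted p = 0.00444). Htr2a (NM_017254) was called at P14 (1.29, adjusted p = 0.0267) and not at P45 (0.87, adjusted p = 0.0938). Htr7 (NM_022938) was called at P45 (1.44, adjusted p = 0.015), where it was at 1.83 ± 0.560 FPKM in DH and 6.59 ± 0.393 in VH. Htr1f (NM_021857) was called at P28 (0.93, adjusted p = 0.00834), and Htr3a (NM_024394) at no age (1.38, 1.12 and 0.69, adjusted p = 0.101, 0.17 and 0.43). The sign of the Htr3a difference at P45 rests on the second VH library, since it was −0.09 without that library. Under nicotine addiction 4 of 7, 5 of 7 and 3 of 6 listed genes were called at P14, P28 and P45, and under morphine addiction 3 of 6, 5 of 9 and 4 of 6. Slc17a6 (NM_053427), listed under nicotine addiction, changed by 0.61, 0.74 and 0.56 and was called at P14 and P28.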

Cholinergic synaptic transmission at P14, P28 and P45, the serotonin receptor signaling pathway at P14, P28 and P45, and morphine and nicotine addiction at P14, P28 and P45 were associated with genes enriched in the ventral hippocampus at each age (Supplementary Figure S4). 

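The RNA-seq values of the cholinergic genes Chrm4, Chrm5, Chrna4, Chrna7, Htr3a and Lypd1 and of GABAergic genes were compared at each age. Lypd1 (NM_001007727) was at 19.8 ± 1.16 FPKM in DH and 54.9 ± 11.4 in VH at P14, 16.5 ± 0.323 and 55.6 ± 3.63 at P28, and 15.6 ± 0.518 and 46.7 ± 3.01 at P45 (mean ± SD, n = 2), log2 fold changes of 1.42, 1.69 and 1.52 (standard error 0.13, adjusted p = 0.00286, 0.000803 and 0.00117). Chrm5 (NM_017362) was called at P14 (1.09) and P45 (0.92) and had an adjusted p of 0.0545 at P28 (0.65). Chrna4 (NM_024354) was higher in VH by 0.92 at P14 (adjusted p = 0.0513) and 1.09 at P28, Chrna7 (NM_012832) by 0.73 and 0.78. Chrm4 (NM_031547) was higher in VH by 0.40, 0.39 and 0.48 and below the fold change criterion at each age. Among the GABAergic genes, Gabra3 (NM_017069) was called at all ages (1.47, 1.52 and 0.97, standard error 0.22, adjusted p = 0.00979, 0.0065 and 0.0387). Gnai1 (NM_013145) changed by 0.54, 0.66 and 0.71, below the fold change criterion at P14. Gabrq (NM_031733) is listed at 0 in both DH libraries at P14 and P28, where the VH libraries had 1.51 and 0.989 and 1.86 and 3.26 FPKM, and it was called at these ages and not at P45 (0.25, adjusted p = 0.567). Gabrb1 (NM_012956) had an adjusted p of 0.0639 at P14 (0.69), and Gng13 (NM_001135918) one of 0.162 at P28 (1.16), where its DH libraries were 29.6 and 10.4 FPKM, and neither was called at any age. Adcy8 (NM_017142) was not called, at 0.60, 0.47 and −0.36, and the change of its difference from P14 to P45 was −0.96 (adjusted p = 0.335). Hap1 is listed as 2 transcripts, and at P14 NM_177982 was higher in VH by 2.06 and NM_024133 by 1.70, both called.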

Cholinergic synaptic transmission (Chrm4, Chrm5, Chrna4, Chrna7, Htr3a, Lypd1) and GABAergic synapse (Adcy8, Gabra3, Gabrb1, Gabrq, Gnai1, Gng13, Hap1, Slc6a1) associated with the ventrally enriched genes were further validated by qRT-PCR (Figure 3C), confirming the ventral hippocampus association with GABAergic and cholinergic synaptic transmission.

### Identification of Genes Enriched in the Dorsal or Ventral Hippocampus at all Postnatal Ages

We next selected the genes with fold changes in their FPKM value of ventral to dorsal hippocampus >1.5 (ventrally enriched; FDR < 0.05) or <−1.5 (dorsally enriched; FDR < 0.05) at all developmental stages (P14, P28 and P45). 

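Called at all 3 ages in the same direction were 95 dorsally and 115 ventrally enriched transcripts, and no transcript was called toward DH at one age and toward VH at another. With the replicate number within each age as a block, 67 and 60 were called at all ages, of which 64 and 57 were among the 95 and 115; the check of that numbering gave 0.116 at P28 and 0.123 at P45 when only transcripts with a mean of at least 1 FPKM were used. A fit of only the 4 libraries of each age called 0 in both directions. With 1 library left out at a time, 84 to 95 of the dorsal and 110 to 114 of the ventral transcripts kept a fold change above 1.5 in the same direction.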

A total of 120 and 144 genes were selected as dorsally and ventrally enriched genes, respectively, at all ages (Figure 4A; see also Supplementary Table S2). 

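A fold change above 4 on the log2(FPKM + 1) scale at all 3 ages was found for 3 dorsally enriched transcripts, Nmb, Nts and Wfs1. It was found for 8 ventrally enriched ones, those of Cpne7, Dlk1, Htr2c, Mx1, Nr2f2, Plagl1, Rxrg and Tacr3. Cpne7 (NM_001108454), which had the highest expression of them in VH, was at 30.1 ± 5.58 FPKM in DH and 128 ± 29.4 in VH at P14 and 21.6 ± 3.15 and 158 ± 13.8 at P45 (mean ± SD, n = 2), log2 fold changes of 2.05 and 2.82 (adjusted p = 0.00286 and 0.000791). These counts depend on the pseudocount, and with 0.1 in place of 1 they were 9 and 13. With the replicate number as a block they were 2 and 6, and with 1 library left out at a time 2 to 3 and 4 to 8 of the transcripts kept a fold change above 4.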

Among these genes, those with a fold change >4.0 or <−4.0 at all developmental stages were selected as highly enriched genes in the ventral or dorsal hippocampus, respectively (Figure 4D). 

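Of the 12 dorsal genes of Figure 4D, 11 were called dorsally enriched at P14 and all 12 at P28 and P45, and of the 18 ventral genes 17 were called ventrally enriched at P14, 17 at P28 and 14 at P45. Every one of them was on the paper's side at each age. Among the genes set in cyan or red there, Cd3e was not called at P14, where its DH libraries were 0.522 and 1.66 FPKM and its VH libraries 0.175 and 0 (adjusted p = 0.278). Slc6a5 (NM_203334) was under 2 FPKM in all libraries and was called at P14 (0.92, adjusted p = 0.0475) but not at P28 (adjusted p = 0.0977) or P45 (adjusted p = 0.405). Tpd52l1 (NM_001044295) was called at each age (1.94, 2.60 and 1.98, standard error 0.19, adjusted p = 0.00306, 0.000803 and 0.00208), as were Adra2a (NM_012739, 1.30, 1.61 and 1.66) and Fibin (NM_001025042, 1.85, 1.59 and 2.41).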

From these groups of genes, 7 (cyan font; Figure 4D) and 11 (red font; Figure 4D) genes were potentially identified as dorsal and ventral markers, respectively. Among the 7 cyan and 11 red font genes in Figure 4D, to further ensure the correct identification of markers, genes that were cross-validated with ABA *in situ* hybridization data were selected as novel dorsal (Figure 4E) and ventral (Figure 4F) markers for all developmental stages. 

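For Robo3, Hdc, Ppl and Cartpt, shown as dorsal markers in Figure 4E, and Tcerg1l, Bace2, Slc38a4, Dio3, Tacr3 and Dlk1, shown as ventral markers in Figure 4F, all 30 comparisons were on the paper's side and 28 were called. The paper chose these genes by fold changes in the same libraries and by in situ hybridization. Their direction here is therefore not independent support. Robo3 (NM_001108135) was at 0.770 ± 0.00978 FPKM in DH and 0.0732 ± 0.00729 in VH at P14 and 4.84 ± 1.33 and 0.224 ± 0.182 at P28 (mean ± SD, n = 2), with log2 fold changes of −0.72, −2.24 and −2.01 (standard error 0.17, adjusted p = 0.0485, 0.000803 and 0.00121). Its call at P14 was lost when only transcripts with a mean of at least 1 FPKM were tested (adjusted p = 0.0648). Hdc (NM_017016) changed by −1.33, −2.07 and −1.41 (adjusted p = 0.023, 0.00415 and 0.0177) and Ppl (NM_001106976) by −1.22, −2.65 and −2.32 (adjusted p = 0.0295, 0.0017 and 0.00313). Cartpt (NM_017110) changed by −2.32, −1.44 and −2.32 (adjusted p = 0.00964, 0.0431 and 0.00934), and at P28 its adjusted p with a pseudocount of 0.1 was 0.0964. Among the ventral markers, Tcerg1l (NM_001130077) was at 1.63 ± 0.334 FPKM in DH and 13.1 ± 2.05 in VH at P28, with changes of 1.87, 2.42 and 1.63 over the 3 ages (adjusted p = 0.00331, 0.000845 and 0.00417). Tacr3 (NM_017053) changed by 2.40, 2.46 and 2.20 (adjusted p = 0.00606, 0.00433 and 0.00798) and Slc38a4 (NM_130748) by 1.58, 1.73 and 1.52 (adjusted p = 0.0166, 0.00942 and 0.0177). Dlk1 (NM_053744) was at 6.20 and 9.82 FPKM in the VH libraries and 0.355 and 0 in the DH libraries at P28 (2.92), and changed by 2.13 at P14 and 2.40 at P45. The comparisons not called were Bace2 (NM_001002802) and Dio3 (NM_017210) at P45. Bace2 was at 1.80 ± 0.786 FPKM in DH and 6.01 ± 2.09 in VH at P45 (1.32, adjusted p = 0.0935) and was called at P14 (1.66) and P28 (2.72). Dio3 was at 0.202 and 0.0909 FPKM in DH and 1.67 and 1.15 in VH at P45 (1.07, adjusted p = 0.0569), after 2.28 at P14 and 1.82 at P28.

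**Figure D2:**
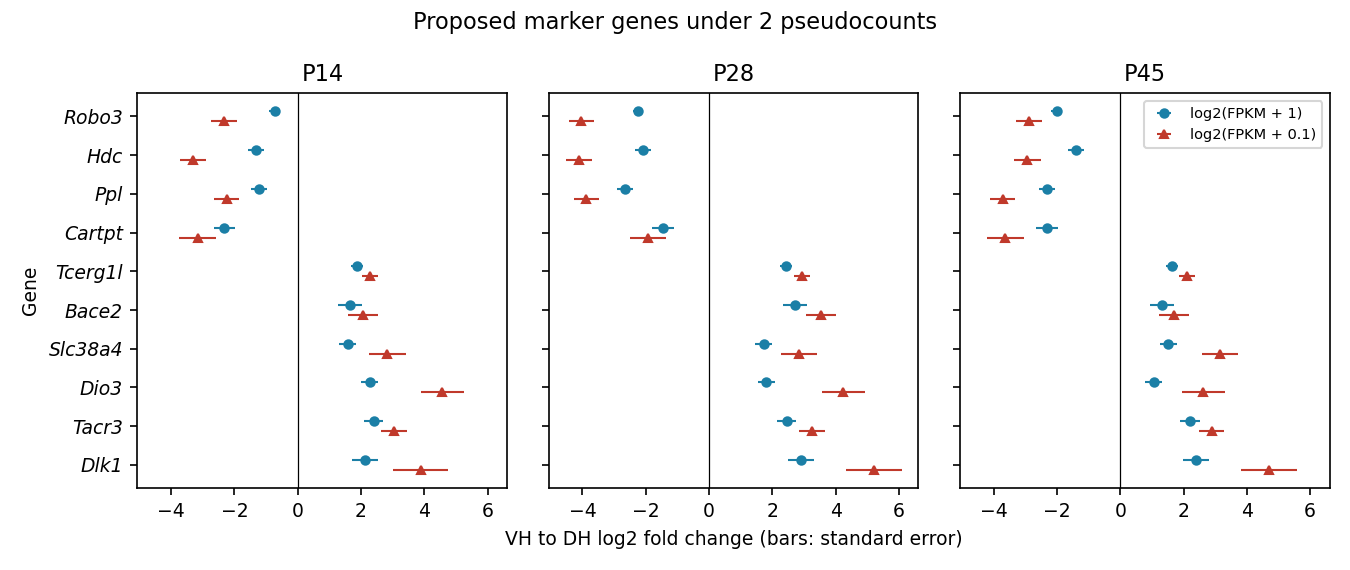
VH to DH log2 fold change (x axis) of the 10 proposed marker genes (y axis) at P14, P28 and P45, with a pseudocount of 1 (circles) or 0.1 (triangles) and bars for the standard error. The 4 dorsal genes lie left of 0 and the 6 ventral genes right of 0 at each age, and the values with the smaller pseudocount lie farther from 0.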

A total of four genes as dorsal markers and six genes as ventral markers were discovered (Figures 4E,F). Further bioinformatic analysis revealed that biological processes, such as long-term memory (Adcy1, Camk4, Rgs14), the ephrin receptor signaling pathway (Epha5, Epha7, Ntrk1), and circadian rhythm (Adcy1, Ntrk1, Kcnh7, Tph2; Molero-Chamizo, 2013) are associated with the dorsal hippocampus (Supplementary Figure S5), and the genes associated with these processes were validated by qRT-PCR (Figure 4B). In addition, the ventral hippocampus was shown to be significantly associated with biological processes, such as neuropeptide signaling pathways (Grp, Galr1, Npy2r, Nppa, Oprl1, Penk, Rxfp3, Sstr1) and behavioral fear responses (Htr2c, Lypd1, Npy2r, Penk), and the genes belonging to these processes were validated by qRT-PCR (Figure 4C).

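Rgs14 (NM_053764) was at 37.1 ± 0.750 FPKM in DH and 22.2 ± 1.22 in VH at P14, 77.0 ± 3.22 and 28.6 ± 0.823 at P28, and 80.5 ± 9.58 and 35.3 ± 3.36 at P45 (mean ± SD, n = 2). Its log2 fold changes were −0.72, −1.40 and −1.16 (standard error 0.093, adjusted p = 0.00638, 0.000684 and 0.00103), and the change of the difference from P14 to P28 was −0.68 (adjusted p = 0.375). Epha7 (NM_134331) changed by −1.58, −1.34 and −1.58 (adjusted p = 0.0114, 0.0166 and 0.0118). Epha5 is listed as 2 transcripts, and both were called at each age, NM_024367 at −1.18, −1.21 and −0.88 and NM_001169137 at −1.21, −1.07 and −1.10. Kcnh7 (NM_131912) was called at P28 (−1.22, adjusted p = 0.0283) and P45 (−1.44, adjusted p = 0.0174) and not at P14 (−0.65, adjusted p = 0.2). Tph2 (NM_173839) was called at P14 (−1.23, adjusted p = 0.0113) and P28 (−1.03, adjusted p = 0.0168).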

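Of the 8 neuropeptide genes, 7 were called ventrally enriched at P14, 6 at P28 and 6 at P45, and of the 4 fear response genes 4, 3 and 4. All of them were higher in VH at each age. Npy2r (NM_023968) was at 8.09 ± 2.41 FPKM in DH and 25.6 ± 1.75 in VH at P14, 9.04 ± 2.83 and 24.6 ± 3.94 at P28, and 5.23 ± 0.0823 and 29.3 ± 0.997 at P45 (mean ± SD, n = 2), log2 fold changes of 1.57, 1.37 and 2.28 (standard error 0.23, adjusted p = 0.00915, 0.0111 and 0.00222). Sstr1 (NM_012719) changed by 1.34, 1.90 and 1.70, Oprl1 (NM_031569) by 0.95, 1.18 and 1.33 and Grp (NM_133570) by 2.19, 1.95 and 2.16, all called. Penk (NM_017139) was called at P14 (1.58, adjusted p = 0.00423) and P45 (0.81, adjusted p = 0.0352) and not at P28 (0.66, adjusted p = 0.0684). Nppa (NM_012612) had log2 fold changes of 2.04, 1.41 and 1.67 (adjusted p = 0.018, 0.0565 and 0.0337) and Rxfp3 (NM_001008310) of 1.33, 1.26 and 0.84 (adjusted p = 0.0185, 0.0185 and 0.0843). Galr1 (NM_012958) was at 0.101 and 0.124 FPKM in the DH libraries and 3.62 and 1.78 in the VH libraries at P28, where it was called (1.69, adjusted p = 0.042), and it was not called at P14 (1.10, adjusted p = 0.159). At P45, Htr2c was at 2.23 ± 1.00 FPKM in DH and 26.9 ± 12.6 in VH (3.07, adjusted p = 0.00617).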

### Analysis of the Dorsally or Ventrally Enriched Genes at Individual Ages of the Postnatally Developing Hippocampus

Functional differentiation between the dorsal and ventral regions of the hippocampus has been experimentally and bioinformatically demonstrated in previous studies, strongly suggesting that hippocampal regions may have differential roles in distinct diseases. Indeed, schizophrenia, anxiety and depression have been associated with altered function of the ventral hippocampus (Tseng et al., 2009; Fanselow and Dong, 2010; Brooks et al., 2011; Small et al., 2011; O’Reilly et al., 2015).

Therefore, we further analyzed the genes dorsally or ventrally enriched in the postnatally developing hippocampus using the KEGG mapper tool, a disease searching tool (Kanehisa, 2013). 

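Figure 5A pairs genes with a disease, a region and an age, and 84 of these comparisons of a gene at an age were examined. The paper took the genes from those enriched in the same libraries, so agreement in direction is not independent support. Of the 84, 83 were on the paper's side and 51 were called there, and none was called toward the other region. The setting that moved this most, a fit of only the 4 libraries of each age, called 0 of 84, while 59 kept an unadjusted p under 0.05 from limma and a fold change above 1.5. For hypogonadotropic hypogonadism, Dusp6 (NM_053883) and Sema3a (NM_017310) are on the dorsal side at P45, and neither was called. Dusp6 was at 32.5 ± 5.81 FPKM in DH and 18.5 ± 4.55 in VH (mean ± SD, n = 2; log2 fold change −0.79, adjusted p = 0.0703), and Sema3a at 0.870 ± 0.223 and 0.450 ± 0.0568 FPKM (−0.36, adjusted p = 0.104). On the ventral side, Tacr3 (NM_017053) was called at each age (2.40, 2.46 and 2.20, adjusted p = 0.00606, 0.00433 and 0.00798). Gnrhr (NM_031038) was called at P45 (0.78, adjusted p = 0.0155), and Prokr2 (NM_138978, 0.73, adjusted p = 0.171) and Spry4 (NM_001106150, 0.39, adjusted p = 0.185) were not called at P14. Kiss1, shown at P28, is listed at 0 FPKM in all 12 libraries and was not tested.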

Most diseases selected by the KEGG mapper tool, except hypogonadotropic hypogonadism, were distinctly segregated between the dorsal or ventral hippocampus (Figure 5A). Consistent with previous reports (Tseng et al., 2009; Brooks et al., 2011; O’Reilly et al., 2015), schizophrenia was associated with the genes ventrally enriched in the hippocampus (Figure 5A). 

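The genes shown for schizophrenia at P28 are Htr2a and Syn2, and both were called ventrally enriched. Htr2a was at 4.08 ± 0.587 FPKM in DH and 10.2 ± 0.0689 in VH (mean ± SD, n = 2), a log2 fold change of 1.14 (standard error 0.26, adjusted p = 0.0359). The call of Syn2 rests on the transcript NM_001034020, at 37.0 ± 0.166 FPKM in DH and 64.1 ± 7.16 in VH (0.77, standard error 0.11, adjusted p = 0.00588). The second Syn2 transcript, NM_019159, which is expressed more, was at 244 ± 17.1 and 290.3 ± 9.12 FPKM and was not called (0.25, adjusted p = 0.163). When the transcripts of 1 symbol were summed, a setting chosen after the data were seen, Syn2 changed by 0.33 (adjusted p = 0.046) and was below the fold change criterion.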

We further identified that Charcot-Marie-Tooth disease, episodic ataxias spinocerebellar ataxia and amyotrophic lateral sclerosis are associated with gene profiles in the dorsal hippocampus, whereas early infantile epileptic encephalopathy, autosomal recessive deafness, Usher syndrome and Joubert syndrome are associated with those in the ventral hippocampus (Figure 5A). In addition to these neural diseases, type II diabetes mellitus and atrial fibrillation were associated with genes in the dorsal hippocampus while Ehlers-Danlos syndrome, primary ciliary dyskinesia and glycogen storage diseases were associated with genes in the ventral hippocampus (Figure 5A). 

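For Charcot-Marie-Tooth disease 3 of 4 genes were called dorsally enriched at P14 and 2 of 3 at P28. At P14, Gjb1 (NM_017251) was at 2.70 ± 0.410 FPKM in DH and 1.16 ± 0.133 in VH (mean ± SD, n = 2), Pmp22 (NM_017037) at 19.6 ± 5.99 and 9.00 ± 0.408 FPKM and Sbf1 (NM_001271173) at 68.6 ± 0.431 and 42.5 ± 0.500 FPKM. Their log2 fold changes were −0.77, −1.01 and −0.68 (adjusted p = 0.0206, 0.0217 and 0.0041). At this age 16 of 17 transcripts of a list of oligodendrocyte and myelin genes were lower in VH. For episodic ataxias at P14, Cacna1a (NM_012918) changed by −0.77 and Kcna1 (NM_173095) by −0.61, and for spinocerebellar ataxia at P28, Cacna1a by −0.87, all called. For amyotrophic lateral sclerosis at P28, Pfn1 (NM_022511, −0.57, adjusted p = 0.00706) and Tuba4a (NM_001007004, −0.58, adjusted p = 0.00111) were lower in VH by less than 1.5-fold. On the ventral side, Slc13a5 (NM_170668) was the gene called for early infantile epileptic encephalopathy at each age (0.74, 0.78 and 0.84). For autosomal recessive deafness, Otof (NM_001276720) was called at each age (1.34, 1.09 and 1.43) and Tmie (NM_001109299) at P14 (1.26) and P45 (1.08). For Usher syndrome, Cib2 (NM_001015010) was called at P28 (0.69) and P45 (0.96) and Ush1g (NM_001105850) at P45 (1.51) and not at P28 (adjusted p = 0.284). For Joubert syndrome at P28, Ahi1 (NM_001002277) was higher in VH by 0.51, less than 1.5-fold, and Cep290 (NM_001135755) by 0.11 (adjusted p = 0.652).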

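For type II diabetes mellitus, Kcnj11 (NM_031358) was at 8.24 ± 0.503 FPKM in DH and 4.16 ± 0.371 in VH at P14 and 10.6 ± 0.539 and 5.07 ± 1.31 at P45 (mean ± SD, n = 2), with log2 fold changes of −0.84, −0.98 and −0.95 (standard error 0.20, adjusted p = 0.0459, 0.0239 and 0.0293), and Wfs1 was called at each age too. For atrial fibrillation, Scn3b (NM_139097) changed by −0.73 at P14 and −0.83 at P28 and Scn4b (NM_001008880) by −1.09 and −1.40, all called dorsally enriched. For Ehlers-Danlos syndrome, Adamts2 (NM_001137622) was called ventrally enriched at each age (1.08, 1.30 and 1.14, adjusted p = 0.0161, 0.00633 and 0.0131), and 1 of 3, 2 of 2 and 1 of 2 of the genes shown were called. For primary ciliary dyskinesia, Rsph9 (NM_001108205) was the gene called at each age (1.17, 1.50 and 1.73, adjusted p = 0.0154, 0.00513 and 0.00395), out of 2, 4 and 2 genes shown. For glycogen storage diseases at P45, Gyg1 (NM_031043) was called (0.74, adjusted p = 0.0129) and Phka2 (NM_001190994) was higher in VH by 0.58 (adjusted p = 0.0339), just below the fold change criterion.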

We next cross-validated the expression patterns of the disease-related genes in Figure 5A with the ABA *in situ* hybridization data (Supplementary Figure S6). Based on the genes that were validated using the ABA data and our information on the associated diseases (Figure 5A), we generated a model of disease-related molecular domains specific to the dorsal and ventral hippocampus (Figure 5B, Supplementary Figure S7).

## Discussion

Our use of next generation RNA-seq technology has recapitulated previous studies and has expanded our understanding of the dorsal and ventral hippocampus by generating gene expression pattern information related to developmental stages. We performed a thorough analysis of the differentially expressed genes in the dorsal and ventral hippocampus at each or all developmental age(s) of P14, P28 and P45. We found that the pathways involving long-term potentiation and the glutamatergic synapse are associated with genes enriched in the dorsal hippocampus (Supplementary Figure S3B, Figure 3B), whereas the pathways involving the GABAergic synapse and serotonergic synapse are associated with genes enriched in the developing ventral hippocampus (Supplementary Figure S4B, Figure 3C). Furthermore, specific neural diseases were shown to be distinctively associated with gene expression in the dorsal or ventral hippocampus (Figure 5). Based on our bioinformatic analysis in conjunction with the ABA *in situ* hybridization data, we provide the molecular domains in the dorsal and ventral hippocampus associated with diseases (Figure 5B, Supplementary Figure S7). Thus, this study elucidates the physiological and pathological relationships among neural functions, hippocampal regions (dorsal vs. ventral) and postnatal developmental stages.

It has been reported that the anatomical structure of the hippocampus is vigorously formed during the late embryonic prenatal and early postnatal weeks (Iwata and Hevner, 2009; Lajud and Torner, 2015). 

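The mean distance between a DH and a VH library was 46.31 at P14, 50.62 at P28 and 47.85 at P45, on the log2(FPKM + 1) scale. Duplicates lay on average 34.52, 37.64 and 37.1 apart at these ages. The ratio of the regional to the duplicate distance was 1.34 at P14 (SD 0.0957 over the 4 DH and VH pairs), 1.35 at P28 (SD 0.0291) and 1.29 at P45 (SD 0.0809). These ratios differ from each other by less than the SD over the pairs at P14 or P45. A distance of 1 minus the Spearman correlation moved them most, to 1.62, 1.64 and 1.55. Divided into 2 clusters, the 12 libraries fell into the 4 P14 libraries and the 8 P28 and P45 libraries, and divided into 3, the latter fell into a DH and a VH cluster. The P14 cluster fell into DH and VH when 4 clusters were formed. With a pseudocount of 0.1 or over the 1000 transcripts with the largest variance, the first division set the P28 and P45 DH libraries apart from all others.

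**Figure D3:**
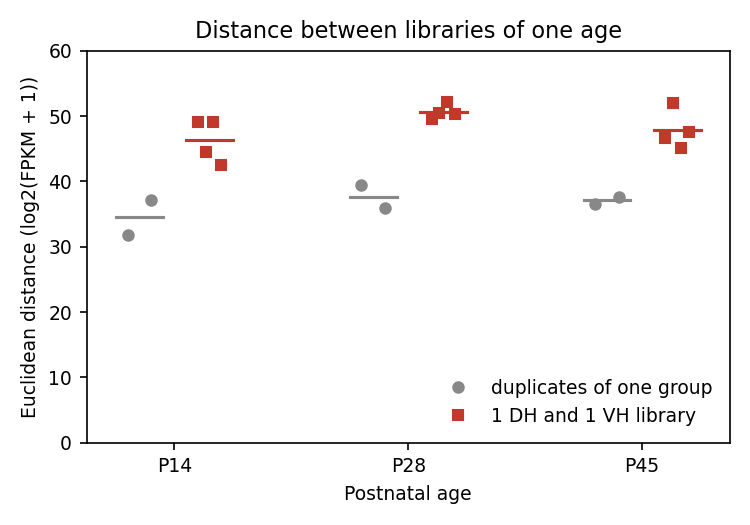
Euclidean distance between libraries of one age (y axis, log2(FPKM + 1) over 14259 transcripts) at P14, P28 and P45 (x axis). Circles are duplicates, squares are pairs of a DH and a VH library, and lines are means, and at each age every square lies above every circle.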

The present study indicates that dorsal and ventral hippocampal gene expression profiles are clustered together at P14, and the clustering patterns become more similar to one another at later stages, that is, P28 and P45 (Figure 1C). These findings indicate that the hippocampus as a whole is transcriptionally more uniform and homogeneous at P14, which appeared to be the divergent time point for postnatal development defining the spatial-functional differentiation of the hippocampal subregions. Indeed, gene transcriptional differences between the dorsal and ventral hippocampus appeared at later stages of P28 and P45 (Figure 1C). Therefore, further investigation on the time-dependent transcriptional diversification of the hippocampus is warranted.

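To compare the size of the regional difference between ages without selecting genes at either of them, transcripts called at the remaining age were used. Of the 581 transcripts called at P28, 545 (93.8%) had the same direction at P14 and 559 (96.2%) at P45. Their median log2 difference in the direction called was 0.69 at P14 and 0.69 at P45, and the P14 and P45 values correlated at r = 0.897 across these transcripts, which are not independent. Of the 505 called at P14, 490 (97.0%) had the same direction at P28 and 452 (89.5%) at P45, with medians of 0.76 and 0.62. Of the 495 called at P45, 469 (94.7%) had the same direction at P14 and 480 (97.0%) at P28, with medians of 0.64 and 0.78. The paper takes its clustering to indicate a more uniform hippocampus at P14, which it describes as apparently the time point of divergence.

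**Figure D4:**
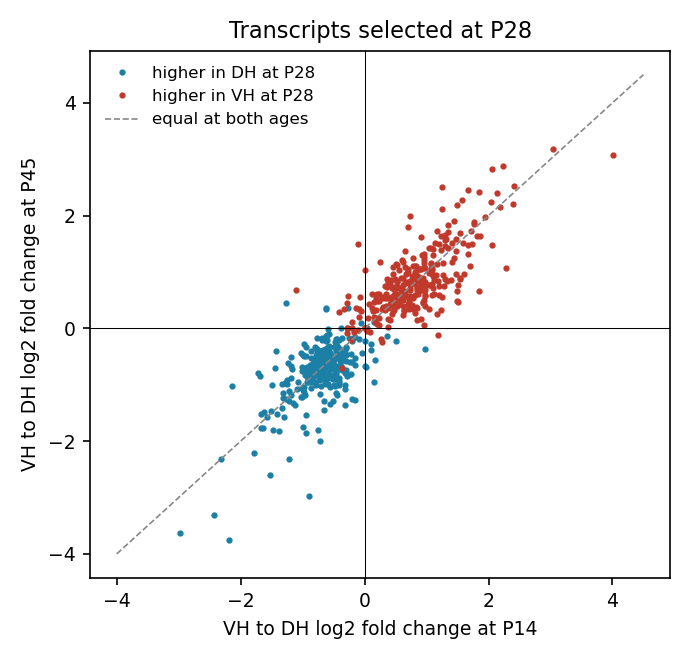
VH to DH log2 fold change at P14 (x axis) against P45 (y axis), on the log2(FPKM + 1) scale, for the 581 transcripts called at P28, colored by their direction at P28. The dashed line marks equal values, and the points spread around it with r = 0.897.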

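Whether the VH to DH difference of a transcript changed between ages was tested as an interaction in the same limma fit. Of 14259 transcripts, 2 had an adjusted p under 0.05 from P14 to P28, 4 from P14 to P45 and 4 from P28 to P45. An unadjusted p under 0.05 from limma was found for 932, 1181 and 1021, where 713 are expected by chance. With a pseudocount of 0.1 the counts were 3, 10 and 6. They were 0, 0 and 0 when only transcripts with a mean of at least 1 FPKM were tested, where 680, 948 and 754 had an unadjusted p under 0.05 from limma. They were also 0, 0 and 0 with the replicate number as a block (1073, 1331 and 1166 at an unadjusted p under 0.05 from limma) and in a fit of only the libraries compared (921, 1207 and 1104). Summing the transcripts of 1 symbol, chosen after the values were seen, gave 0, 0 and 0 as well (844, 1090 and 905 at an unadjusted p under 0.05 from limma). Within the 942 transcripts called at some age, 40, 121 and 28 had an adjusted p under 0.05 when the adjustment covered these transcripts alone, a selection made on the same data. Called at 1 age only were 166 transcripts at P14, 181 at P28 and 166 at P45. Of those called at P14 only, 151 had the same direction at P28 and 115 at P45, and of those called at P45 only, 143 had the same direction at P14. Another test, chosen after the results were seen, covered 17 oligodendrocyte and myelin transcripts. All 17 had a positive change from P14 to P28 and to P45 (medians 1.01 and 1.16). Of these, 14 and 15 had an unadjusted p under 0.05 from limma, and 0 and 0 an adjusted p under 0.05 over all transcripts. Their median VH to DH difference was −1.24 at P14, −0.17 at P28 and 0.08 at P45. A different share of oligodendrocytes in the dissected tissue may produce this.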

We identified several diseases differentially associated with gene enriched in the dorsal or ventral hippocampus during postnatal development (Figure 5). Although a limited number of genes were annotated as disease-associated genes, our results will provide a valuable reference for future investigations as they are consistent with those of previous studies reporting a disease-specific association with the ventral hippocampus, including for schizophrenia (Tseng et al., 2009; Brooks et al., 2011; O’Reilly et al., 2015). In addition, this analysis of disease-associated genes supports a differential regulation of a variety of candidates in the dorsal vs. ventral hippocampus across development. Therefore, it would be valuable to consider dorsal and ventral hippocampal development and function as well in the diseases that are not principally associated with the hippocampus.

Indeed, many of the diseases shown in Figure 5 are not principally related to hippocampal dysfunction, but each disease is directly or indirectly related to the learning and memory function of the hippocampus (Takeda et al., 2009; Liu et al., 2016; Shao and Stafstrom, 2016; Amado et al., 2017; Hadziselimovic et al., 2017). Early life seizures (early infantile epileptic encephalopathy) was reported to disrupt hippocampal place cell stability and thus the ability of animals to learn and remember a spatial location (Shao and Stafstrom, 2016). Episodic ataxia in patients appeared to be caused by misfiring of cerebellar Purkinje cells, and the associated seizures seemed to alter hippocampal firing (Rosenberg and Pascual, 2014). In addition, episodic ataxia symptoms triggered by fever were accompanied by a learning disorder that includes a low intelligence quotient as well as memory and executive function disturbances (Amado et al., 2017). Hypogonadotropic hypogonadism in cryptorchid boys with altered mini-puberty might affect neuronal genes important for long-term memory and learning-related intellectual abilities (Hadziselimovic et al., 2017). Acquired sensorineural hearing loss, such as deafness, impaired learning ability and cognitive performance by decreasing hippocampal neurogenesis in human and animal models (Liu et al., 2016). A hippocampal involvement in amyotrophic lateral sclerosis has also been reported by characterization of hippocampal degeneration in patients with this disease with or without memory deficits that is distinctive from Alzheimer’s disease (Takeda et al., 2009).

In the present study, we identified multiple genes that were dorsally or ventrally enriched at all ages examined (P14, P28 and P45) in the postnatally developing hippocampus (Figure 5) and proposed them as potential novel markers of the dorsal or ventral hippocampus. Many of the novel marker genes identified in the present study will serve as a platform to further reveal mechanisms specifically underlying dorsal or ventral hippocampal functions and their associated diseases. Dorsally or ventrally enriched markers at each individual age (Figure 3, Supplementary Table S1) and at all ages (Figure 4, Supplementary Table S2) were also identified, which will provide additional resources for the study of age-related neurodevelopmental diseases. In the hippocampal sample preparation we used for the RNA-seq analysis, hippocampal subregions, including the dentate gyrus, CA3, CA2, CA1 and subiculum, were divided into ventral, intermediate and dorsal areas (Figure 1A), and only the dorsal and ventral regions, but not the intermediate region, were analyzed. Although, because of the hippocampal sample preparation method, our findings from the RNA-seq data may appear to support the view of a dorsal-ventral dichotomy (Kjelstrup et al., 2008; Strange et al., 2014), we should take into consideration that at the individual gene level, there are various expression patterns, including gradual and step-wise changes or sharp transitions along the longitudinal axis (Thompson et al., 2008; Strange et al., 2014).

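The RNA-seq values of Chrna4, Chrna7, Hap1, Tph2 and Galr1 at the later ages were examined one by one. At P45, Chrna4 was at 1.87 ± 0.429 FPKM in DH and 6.07 ± 0.685 in VH (mean ± SD, n = 2), a log2 fold change of 1.31 (standard error 0.22, adjusted p = 0.0156), and Chrna7 at 20.9 ± 1.02 and 35.4 ± 7.73 FPKM, a change of 0.72 (standard error 0.16, adjusted p = 0.0408). The Hap1 transcript NM_177982 was at 11.5 ± 2.68 FPKM in DH and 46.7 ± 5.94 in VH at P28 (1.95, adjusted p = 0.0079) and 10.2 ± 0.795 and 30.1 ± 3.86 FPKM at P45 (1.47, adjusted p = 0.026). The other Hap1 transcript, NM_024133, changed by 1.63 at P28 and 1.10 at P45 (adjusted p = 0.000845 and 0.00441). Tph2 at P45 was at 2.16 ± 0.0766 FPKM in DH and 0.291 ± 0.102 in VH (−1.30, adjusted p = 0.00949). Galr1 at P45 was at 0.0817 and 0 FPKM in the DH libraries and 0.847 and 3.12 in the VH libraries (1.41, adjusted p = 0.0819), and was called with a pseudocount of 0.1 (adjusted p = 0.0174). In each of these comparisons both libraries of the higher region lay above both libraries of the other.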

Although most genes enriched dorsally or ventrally as assessed by RNA-seq analysis showed a similar enrichment when assessed by qRT-PCR (Figures 3B,C, 4B,C), some genes, including Chrna4 at P45, Chrna7 at P45, Hap1 at P28 and P45 (Figure 3C), Thp2 at P45 (Figure 4B) and Galr1 at P45 (Figure 4C), displayed the opposite enrichment pattern. The reasons for this discrepancy between RNA-seq and qRT-PCR results are unknown but may have been caused by the individual variability among the rats in transcript levels and/or by the right and left hemisphere hippocampi possibly exerting different expression levels of the same genes. Further validation of the expression differences in larger cohorts would be required in future studies.

Enrichment patterns and transcript expression levels of specific genes selected from the rat RNA-seq data analysis were confirmed or cross-validated using the ABA mouse brain *in situ* hybridization data (Figures 4, 5). Many previous studies used ABA data to support their results from both mouse and non-mouse species (Ball-Rosen et al., 2007; Von Stetina et al., 2007; McHugh et al., 2008; Oldham et al., 2008; Sakakibara et al., 2008; Greene et al., 2009; Jones et al., 2009). It is certain that the use of the ABA data for non-mouse studies will likely facilitate new scientific findings, and we do be aware of species differences occurred between the mouse and rat in the present study. Indeed, when we applied the mouse ABA data to the rat RNA-seq data (Figures 4, 5), we excluded the genes selected by rat RNA-seq analysis when those results were not consistent with the mouse ABA data, generating data more stringent rather than intermingled from these two different species.

The use and interpretation of RNA-seq-based bioinformatic analysis have some limitations in that bioinformatic analysis can overlook important biological data caused by its reliance on known genes and known functions. In addition, biological pathways that have been more investigated than others accumulate more data and thus display stronger significance (Khatri and Drăghici, 2005; Huang da et al., 2009a,b; Tarca et al., 2013). Despite these limitations, RNA-seq is a promising high-throughput technology that has been recently applied to the field and has successfully provided precise information on the transcriptional dissection of molecular and cellular heterogeneity in various brain cell types and brain regions (Belgard et al., 2011; Pollen et al., 2014; Zhang et al., 2014; Usoskin et al., 2015; Zeisel et al., 2015; Cembrowski et al., 2016a,b; Joe et al., 2017).

The present study was the first to apply RNA-seq analyses to the developing dorsal and ventral hippocampus to investigate transcriptional differences along the dorsal and ventral axis during development, thereby providing a valuable resource for differentiating physiological and pathological functions within hippocampal regions and for future experimental elucidation of hippocampal functions. Certainly, RNA-seq combined with advanced genetic technologies will enable us to microdissect any brain region, including in a cell type-specific manner, which will further define molecular diversity throughout the brain and thereby foster structural and functional brain mapping to provide a better understanding of brain function.

## Author Contributions

A-RL sampled the dorsal and ventral hippocampus from rat brains and performed qRT-PCR, ABA analysis and RNA-seq analysis. EC sampled the dorsal and ventral hippocampus from rat brains. MK directed RNA-seq experiment, and J-HK performed RNA-seq analysis. MP conceived the study, designed the experiments, and performed bioinformatic analysis. A-RL and MP wrote the article with input from all authors.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dorsal and Ventral Hippocampus Differentiate in Functional Pathways and Differentially Associate with Neurological Disease-Related Genes during Postnatal Development
**Source:** Front Mol Neurosci. 2017 Oct 16;10:331. doi: 10.3389/fnmol.2017.00331
**Supplement:** Supplementary file 3

*Supplementary Material*

**Dorsal and ventral hippocampus differentiate in functional pathways  
and differentially associated with neurological disease-related genes  
during postnatal development**

**A-Ram Lee<sup>1</sup>, Jong-Hwan Kim<sup>2,3</sup>, Eunsil Cho<sup>1,4</sup>, Mirang Kim<sup>2,3</sup> and Mikyoung Park<sup>1,4\*</sup>**

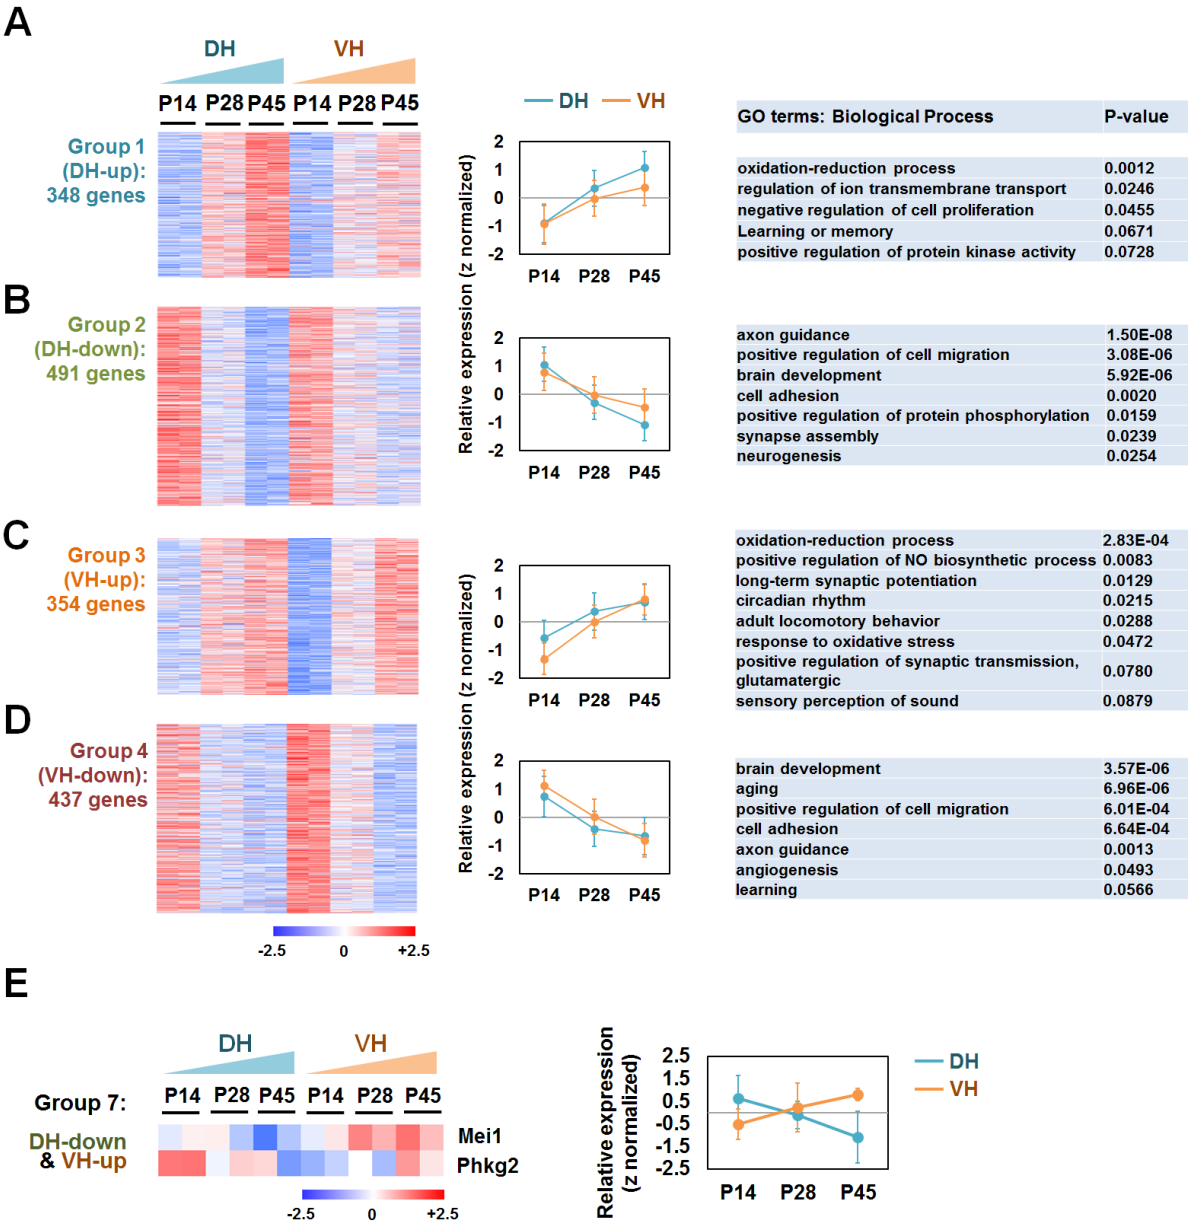

**Supplementary Figure S1.** Analysis of genes with expression levels increased or decreased over postnatal development in the dorsal or ventral hippocampus. (A–D) Heatmaps (left), relative expression levels (middle), and GO terms (biological process; right) for genes belonging to groups 1 to 4 (Figure 2A) are shown. In heatmaps, the values of log<sub>2</sub>FPKM were normalized to the value ranges from a minimum of –2.5 to a maximum of +2.5. In the graphs (middle), data represent means ± SEM. (E) Heatmaps for genes belonging to group 7 (DH-down and VH-up). Genes are presented on the right side of the heatmaps. The values of log<sub>2</sub>FPKM were normalized to the value ranges from a minimum of –2.5 to a maximum of +2.5. Graph shows the relative expression levels.

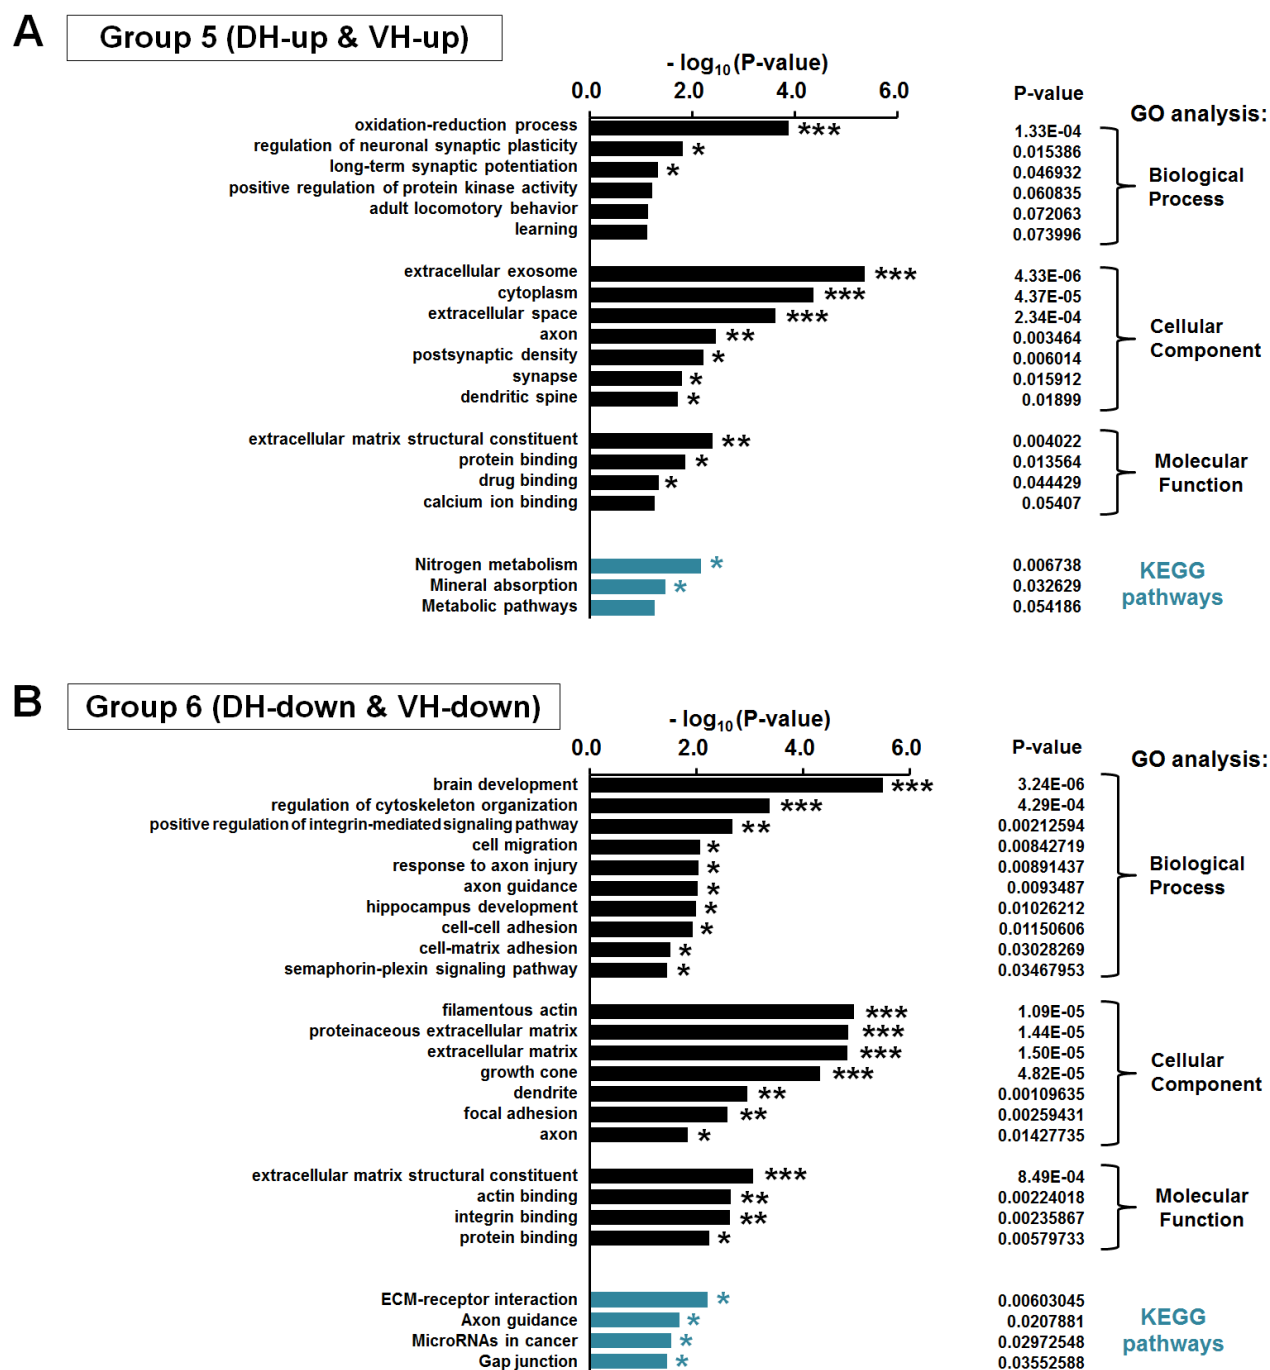

**Supplementary Figure S2.** GO and KEGG pathway enrichment analysis of genes belonging to group 5 (DH-up and VH-up) or 6 (DH-down and VH-down) in Figures 2B and 2C. GO and KEGG pathway analysis for the 166 differentially expressed genes in group 5 (DH-up and VH-up) (A) and for the 201 differentially expressed genes in group 6 (DH-down and VH-down) (B). \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0005$ , significantly enriched GO terms and KEGG pathways in DEGs. The X-axes indicate the enrichment of GO terms and KEGG pathways, and the Y-axes indicate the categories of GO terms and KEGG pathways.

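The terms of Supplementary Figure S2 were computed by the authors from the transcripts that rose (group 5) or fell (group 6) at each step in both regions, and their enrichment was not recomputed here. The groups found here, of 130 and 161 transcripts, varied with the libraries used. With 1 library left out at a time, 110 to 125 of the 130 in group 5 and 141 to 158 of the 161 in group 6 kept a fold change above 1.5 in both regions. With limma's treat test against a fold change of 1.5, each group held 12 transcripts.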

**A** Dorsally enriched at individual ages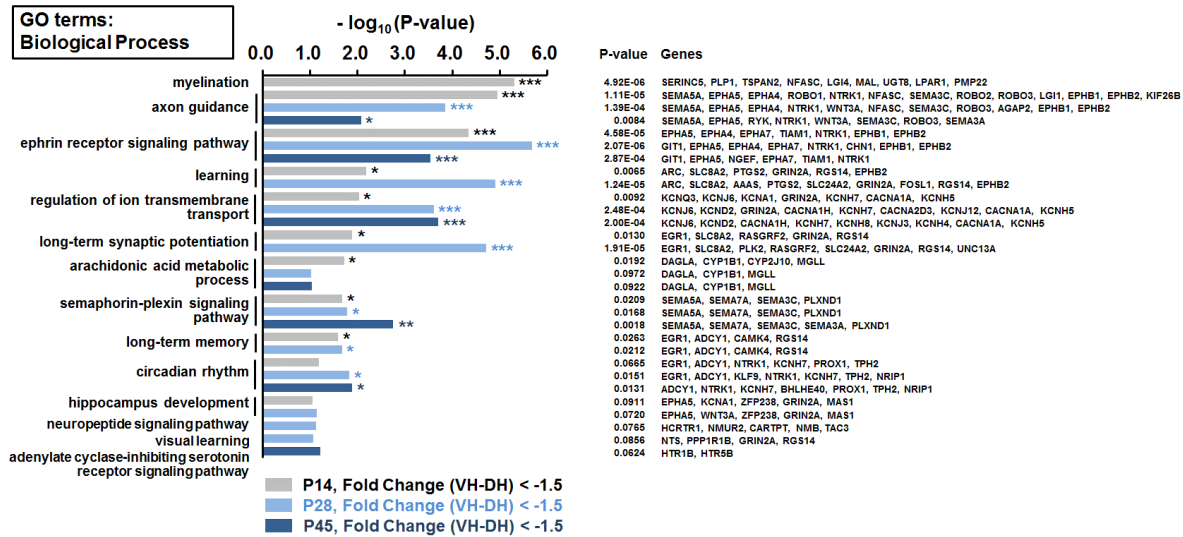**B**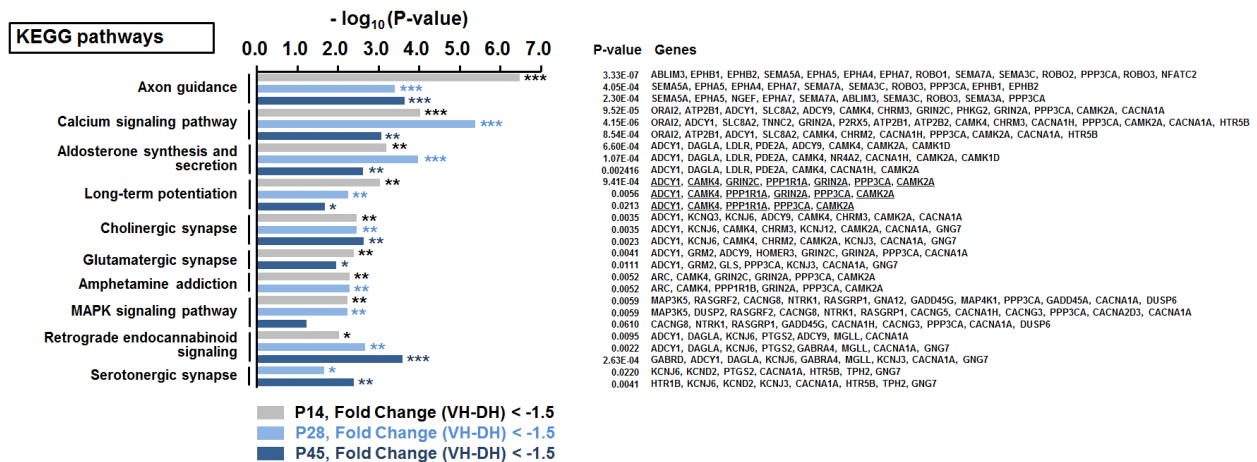

**Supplementary Figure S3.** GO term and KEGG pathway analysis of dorsally enriched genes at individual ages in Figure 3. GO terms (A) and KEGG pathways (B) targeted by dorsally enriched genes at individual developmental stages (P14, P28, and P45) were analyzed. Gene list and P-values corresponding to each term and pathway are shown. qRT-PCR-validated genes are underlined. \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0005$ , significantly enriched GO terms and KEGG pathways. The X-axes indicate the enrichment of GO terms and KEGG pathways, and the Y-axes indicate the categories of GO terms and KEGG pathways.

## A

### Ventrally enriched at individual ages

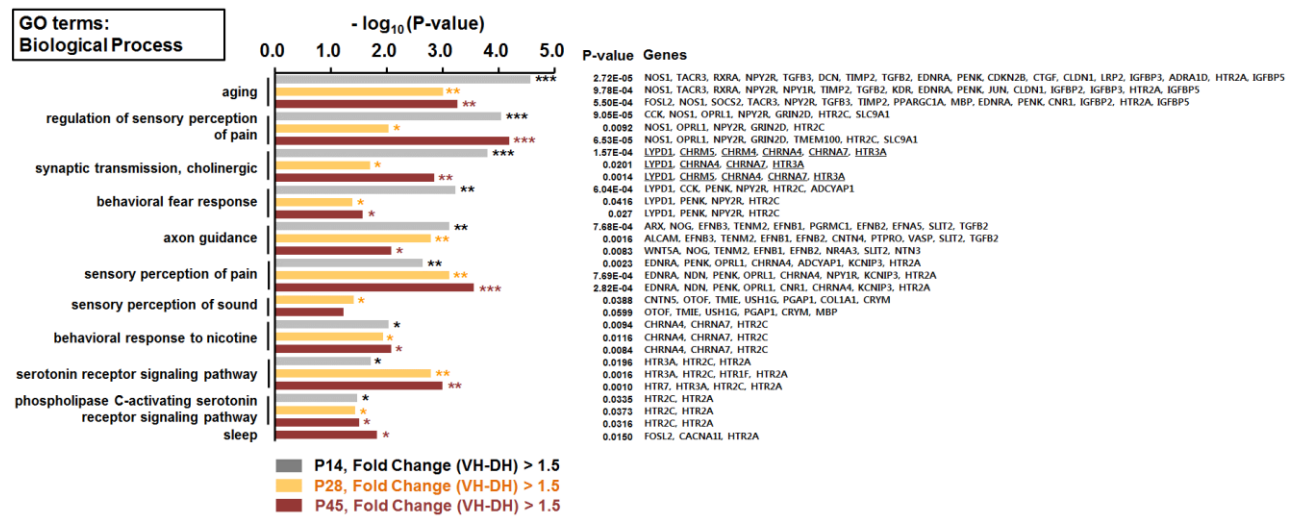

## B

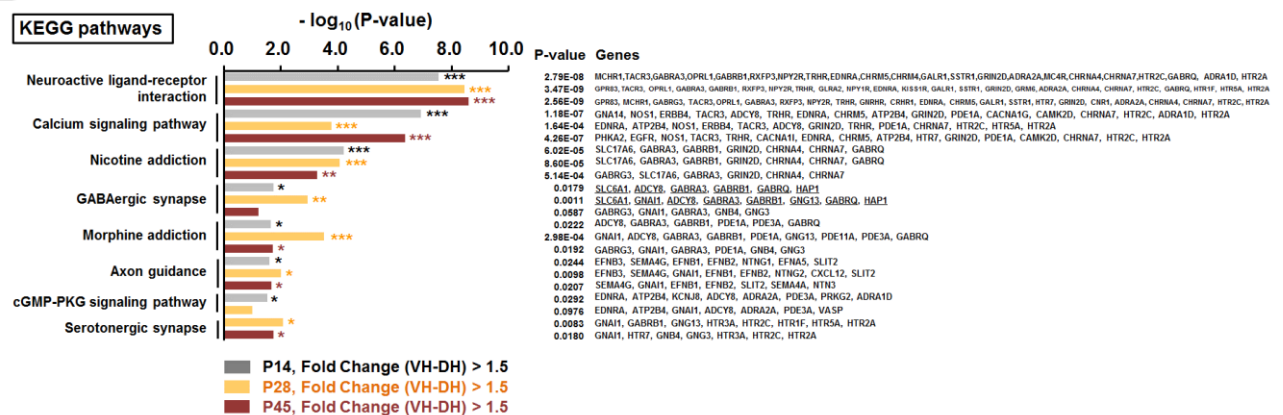

**Supplementary Figure S4.** GO term and KEGG pathway analysis of ventrally enriched genes at individual ages in Figure 3. GO terms (A) and KEGG pathways (B) targeted by ventrally enriched genes at individual developmental stages (P14, P28, and P45) were analyzed. Gene list and P-values corresponding to each term and pathway are shown. qRT-PCR validated genes are underlined. \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0005$ , significantly enriched GO terms and KEGG pathway. The X-axes indicate the enrichment of GO terms and KEGG pathways, and the Y-axes indicate the categories of GO terms and KEGG pathways.

**A** Dorsally enriched at all ages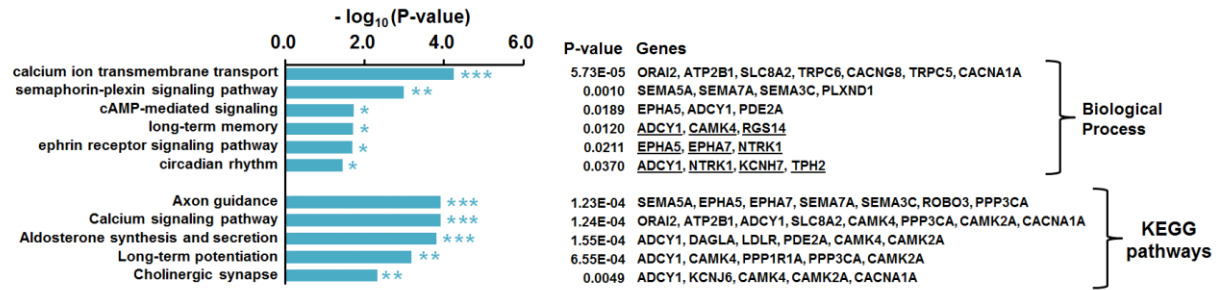**B** Ventrally enriched at all ages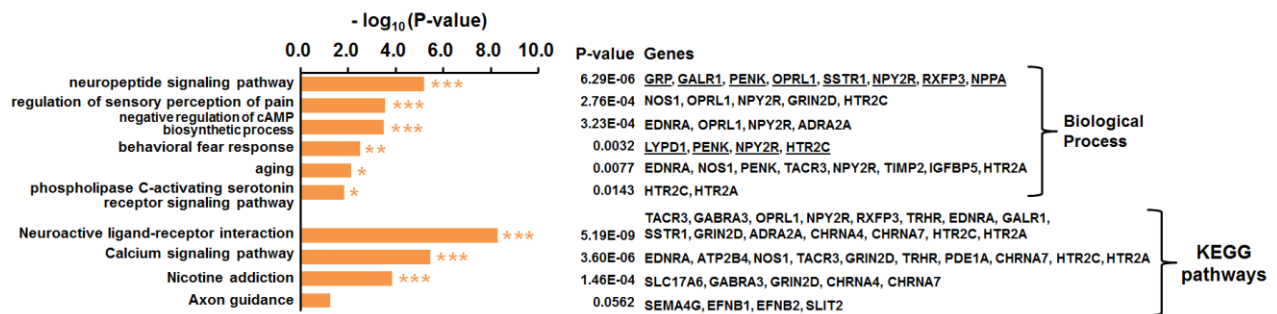

**Supplementary Figure S5.** GO term and KEGG pathway analysis of the genes in Figure 4. GO terms and KEGG pathways targeted by dorsally (A) or ventrally (B) enriched genes at all developmental stages (P14, P28, and P45) were analyzed. Gene list and P-values corresponding to each term and pathway are shown. qRT-PCR validated genes are underlined. \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0005$ , significantly enriched GO terms and KEGG pathways. The X-axes indicate the enrichment of GO terms and KEGG pathways, and the Y-axes indicate the categories of GO terms and KEGG pathways.

A

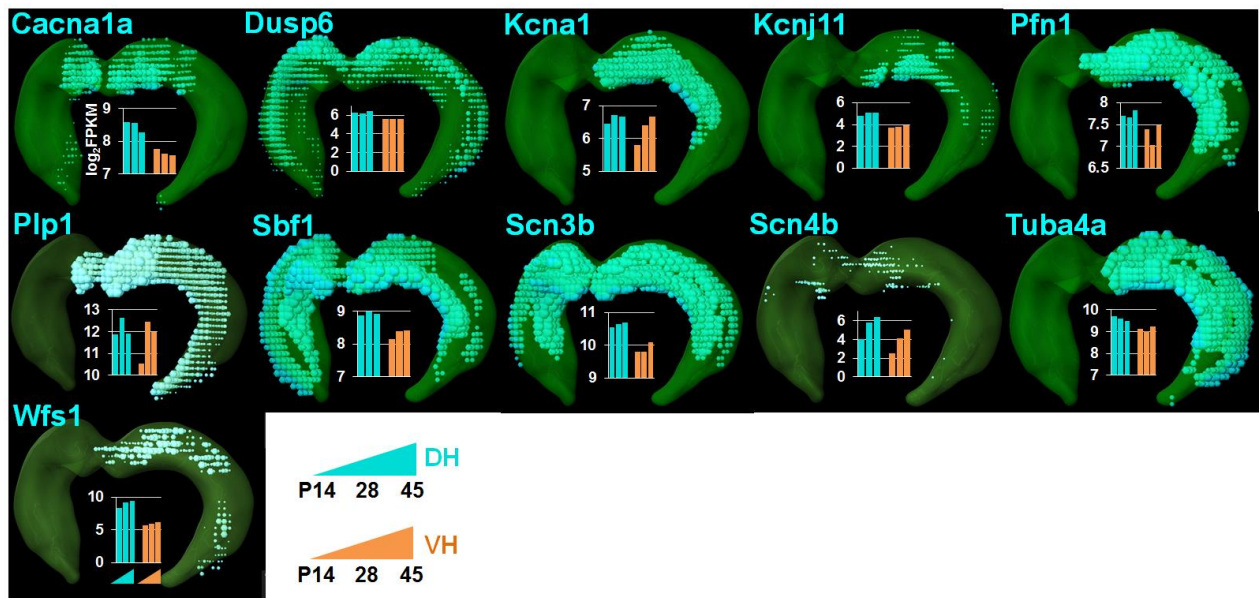

B

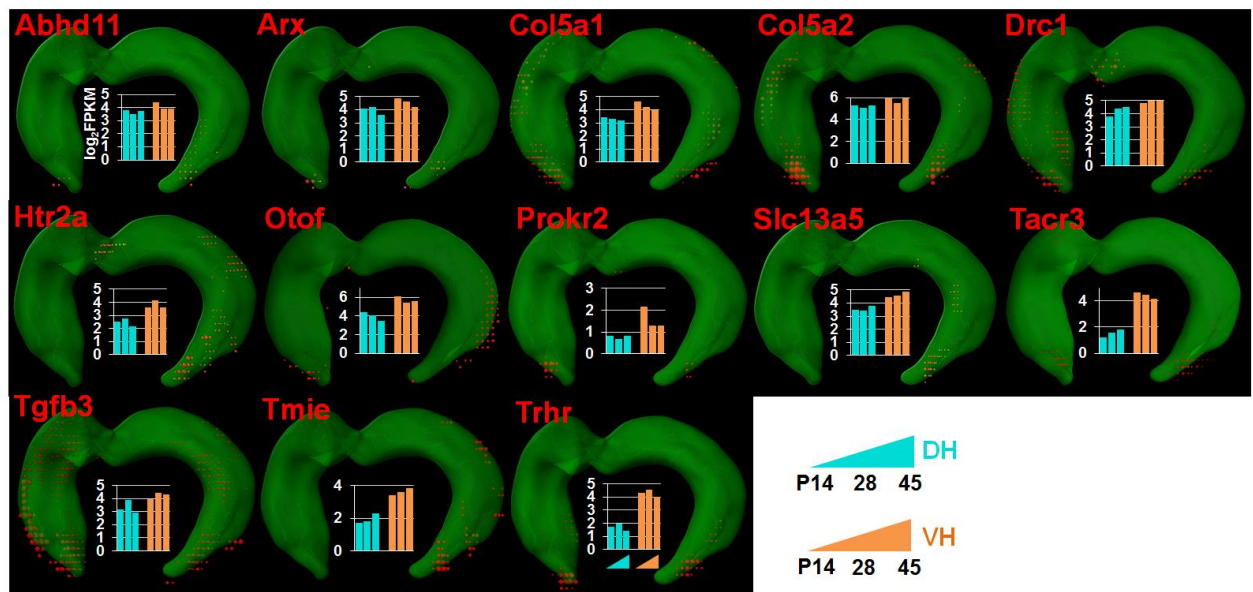

**Supplementary Figure S6.** The ABA *in situ* hybridization images for the disease-related genes in Figure 5. Among the genes related to the diseases listed in Figure 5, only those showing consistency in expression patterns (dorsally or ventrally enriched) between RNA-seq and ABA *in situ* hybridization data were presented. Transcript expression levels of the disease-related dorsally enriched genes (A) or ventrally enriched genes (B) were shown by RNA-seq (graphs) and *in situ* hybridization (images). Note that RNA-seq data were obtained from rat samples, whereas ABA *in situ* hybridization data were obtained from mouse samples.

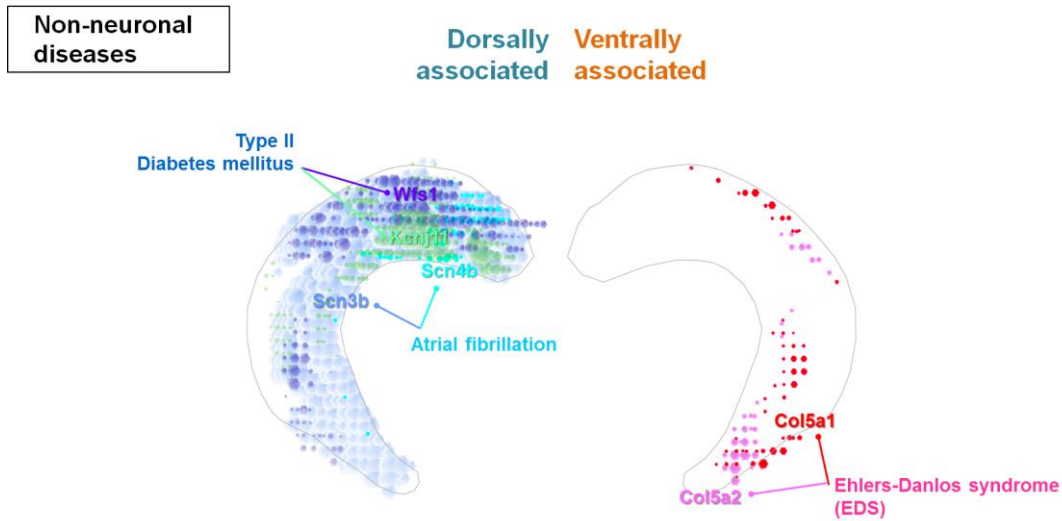

**Supplementary Figure S7.** Model for molecular domains related to non-neuronal diseases in the postnatally developing dorsal or ventral hippocampus. Based on our identification of the genes and their related diseases in conjunction with the ABA *in situ* hybridization data, the spatial distribution of molecular domains related to the specific non-neuronal diseases was modeled. Only those molecules that share similar results between RNA-seq and ABA *in situ* hybridization analyses among the disease-related molecules in Figure 5A were selected. Note that RNA-seq data were obtained from rat samples, whereas ABA *in situ* hybridization data were obtained from mouse samples.

**Supplementary Table S1. Full gene list of dorsally or ventrally enriched group at individual developmental ages in Figure 3.**

Separately uploaded as an excel file.

**Supplementary Table S2. Full gene list of dorsally or ventrally enriched group at all developmental ages in Figure 4.**

Separately uploaded as an excel file.

**Supplementary Table S3. Mapping statistics.**

| <b>Samples</b> | <b>Output reads</b> | <b>Uniquely mapped pairs</b> | <b>Mapping rate (%)</b> |
|----------------|---------------------|------------------------------|-------------------------|
| P14-DH-1       | 27,681,476          | 17,525,597                   | 63.30                   |
| P14-DH-2       | 22,492,264          | 14,881,853                   | 66.20                   |
| P14-VH-1       | 27,023,612          | 17,924,402                   | 66.30                   |
| P14-VH-2       | 20,816,034          | 13,626,603                   | 65.50                   |
| P28-DH-1       | 19,592,366          | 12,943,706                   | 66.10                   |
| P28-DH-2       | 15,940,826          | 10,509,726                   | 65.90                   |
| P28-VH-1       | 22,519,926          | 14,701,036                   | 65.30                   |
| P28-VH-2       | 23,021,816          | 14,859,907                   | 64.50                   |
| P45-DH-1       | 24,415,898          | 16,112,912                   | 66.00                   |
| P45-DH-2       | 27,123,716          | 17,594,199                   | 64.90                   |
| P45-VH-1       | 23,088,756          | 15,154,497                   | 65.60                   |
| P45-VH-2       | 23,128,946          | 15,244,652                   | 65.90                   |

**Supplementary Table S4. Primer sets used for quantitative real-time PCR.**

| Gene    | Forward primer (5' to 3') | Reverse primer (5' to 3') | *Acc. No.      |
|---------|---------------------------|---------------------------|----------------|
| Adcy1   | GCGGCTGGAAGATGAGAATG      | CATTGTCGTGCCTCTGGATG      | NM_001107239.1 |
| Adcy8   | TGCTGCAAGTCACACTTCAA      | CTGATGAAGATGCCTGCTGT      | NM_017142.1    |
| Camk2a  | GGGACACCTGGATACCTCTC      | AGAATGGGGGATACCCAACC      | NM_012920.1    |
| Camk4   | GAACCTCGTCCCGGATTACT      | CTTCTGGGTCCCTTCTGTT       | NM_012727.3    |
| Chrm4   | GTCACCAAACCCCTCACCTA      | CAGAACAAGATGGCAGGAGC      | NM_031547.1    |
| Chrm5   | ACCCCATCTGCTATGCTCTC      | AGGGTAGCTTGCTGTTTCCT      | NM_017362.4    |
| Chrna4  | TCTATGACGGAAGGGTGACG      | ATCTTGGCCTTGTCGTAGGT      | NM_024354.1    |
| Chrna7  | TGGCTCTGCTGGTATTCTTG      | ATGATCTCAGCCACAAGCAG      | NM_012832.3    |
| Cpne2   | CTGGAAGGTGTCCCATGAGT      | CATAGAAGCGAATGTGGGGC      | NM_001256466.1 |
| Cyp26b1 | GTCATCGGAGAGACTGGT        | GCCCCAGTAAGTGTGTCTTGA     | NM_181087.2    |
| Epha5   | ACCACACCAGTGTTCGACG       | GAGGAAGCCGATCATCACTG      | NM_001169137.2 |
| Epha7   | CCAGGCACCAAAACCTACAT      | ACGACCACTGCAAACCTTCTC     | NM_134331.1    |
| Gabra3  | AGTGATTGCTTCCCCAAGA       | TATGGCAAAGAGCACAGGGA      | NM_017069.3    |
| Gabrb1  | GGTGTCCAAGAAGGTGGAAT      | ATCAGTGTGGAGGGCATGTA      | NM_012956.1    |
| Gabrq   | GTGCAAGAAGCAAGTTGGGA      | CCCCTTTGCGTTGTTCATCA      | NM_031733.1    |
| Galr1   | ACAGCAACCAAAACCTTCTGC     | AACCTTGGCATAGCAAAGCA      | NM_012958.3    |
| Gnai1   | AGAGTCCCCTCACGATATGC      | CGCAAGTGAAGTGGGTGTAAG     | NM_013145.1    |
| Gng13   | GGAGATGTCGTCCAAGACCA      | TACACTTGGCCTTCTCCACC      | NM_001135918.1 |
| Grin2a  | CATCAATGAGGAGCGTTCGG      | AAGGGTTCGAGGAAAGCAGA      | NM_012573.3    |
| Grin2c  | CCGTGTGGGTGATGATGTTT      | GGTTTCTTGCCCTTGGTGAG      | NM_012575.3    |
| Grp     | CACTGGGCTGTAGGACACTT      | GAGGAGGCCAAGCAAATTCC      | NM_133570.5    |
| Hap1    | GTATGTCCTCCAGCAACTGTC     | GTTGATGATCGGTAGCTTGTC     | NM_024133.2    |
| Htr2c   | ACTGGCCAGCACTTTCAATC      | TCCCACCAGCATATCAGCAA      | NM_012765.3    |
| Htr3a   | TAAGCAGGATTTACAGCGCC      | TGGCTGAGCAGTCATCAGT       | NM_024394.2    |
| Kcnh7   | GTGATGCATCGTCAGAGCTT      | ACCCAAGATCCCTACAGTGC      | NM_131912.1    |
| Lypd1   | GGGTTCTCGGCATCGCA         | CGTTCACGGTGCAATTGACTA     | NM_001007727.1 |
| Nppa    | CCTCCGATAGATCTGCCCTC      | CTGTCAATCCTACCCCCGAA      | NM_012612.2    |
| Npy2r   | AGCCTTTCCACCTGCTAAT       | GCCTTCGCTGATGGTAATGG      | NM_023968.1    |
| Nr2f2   | AGGCCATAGTCCTGTTACC       | GTTGGGGTACTGGCTCCTAA      | NM_080778.2    |
| Ntrk1   | TTCAGCACCGAGAGTGATGT      | ATCGCCTCAGTGTGGAGAG       | NM_021589.1    |
| Nts     | GATGACGACCTTGTGCGAA       | ATCTCCCAGTGTGAAAGGC       | NM_001102381.1 |
| Oprl1   | GCACTTTTACTCTGACCGCC      | ACAGGAACACCAACCACTGA      | NM_001318948.1 |
| Penk    | CTGCCTCCTGGCTACAGTG       | GCTGCCCTTCACATTCGAG       | NM_017139.1    |
| Ppp1r1a | GACCAGTCATCCCCAGAAGT      | TCTGGAGCTCTTTCATGGTG      | NM_022676.3    |
| Ppp3ca  | GGCGATTGATCCCAAGTTGT      | CGAGGCTTCCCATCGTTATC      | NM_017041.1    |
| Rgs14   | GAGCGTTTCCAACAGATCCC      | CTGTCGGTTCGATGTTCACTG     | NM_053764.1    |
| Rxfp3   | GATAGCTTCGCTGCCCAATG      | GGTACAAACCCAGCCAGAAC      | NM_001008310.1 |
| Slc6a1  | CCTGGGCCATCTACTACCTG      | CACTGGTCATGTTGGTGGTG      | NM_024371.2    |
| Sstr1   | TCAGCTGGATGGATAACGCT      | AAACGCCTCCAGATTCCAGA      | NM_012719.2    |
| Tph2    | TAGAGGATGTGCCGTGGTTC      | TCCTTGAATCCTGGGTGGTC      | NM_173839.2    |

\*Acc. No. indicates gene access number.

**Supplementary Table S5. Statistics on quantitative real-time PCR data in Figures 1, 3, and 4.**

|           |                                   |       |    |         |                     |                                                        |                     |
|-----------|-----------------------------------|-------|----|---------|---------------------|--------------------------------------------------------|---------------------|
| Figure 4B | long-term memory                  | Adcy1 | DH | 4, 4, 4 | 1.19/1.28/1.12      | 6/6/6                                                  | 0.28/0.25/0.31      |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
|           |                                   | Camk4 | DH | 4, 5, 4 | 4.33/5.55/0.463     | 7/7/6                                                  | 0.0035/0.0009/0.66  |
|           |                                   |       | VH | 5, 4, 4 |                     |                                                        |                     |
|           |                                   | Rgs14 | DH | 4, 4, 4 | 2.53/3.83/0.888     | 14/14/12<br>(in duplicate except DH-P45 & VH-P45)      | 0.024/0.0018/0.39   |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
|           | ephrin receptor signaling pathway | Epha5 | DH | 3, 4, 4 | 1.04/7.56/0.871     | 5/6/6                                                  | 0.35/0.0003/0.42    |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
|           |                                   | Epha7 | DH | 3, 4, 3 | 3.34/7.44/1.45      | 4/6/4                                                  | 0.029/0.0003/0.22   |
|           |                                   |       | VH | 3, 4, 3 |                     |                                                        |                     |
|           |                                   | Ntrk1 | DH | 4, 4, 3 | 3.95/9.07/1.43      | 6/6/4                                                  | 0.0076/0.0001/0.23  |
|           |                                   |       | VH | 4, 4, 3 |                     |                                                        |                     |
|           | Circadian rhythm                  | Adcy1 | DH | 4, 4, 4 | 1.36/1.31/1.07      | 6/6/6                                                  | 0.22/0.24/0.33      |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
|           |                                   | Ntrk1 | DH | 4, 4, 3 | 6.92/18.3/1.47      | 6/6/6                                                  | 0.0005/<0.0001/0.19 |
|           |                                   |       | VH | 4, 4, 5 |                     |                                                        |                     |
|           |                                   | Kcnh7 | DH | 4, 4, 4 | 2.05/3.12/1.82      | 14/14/10<br>(in duplicate except VH-P45)               | 0.059/0.0075/0.098  |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
| Figure 4C | neuropeptide signaling pathway    | Grp   | DH | 3, 3, 3 | -1.97/-0.865/-1.13  | 5/5/4                                                  | 0.11/0.43/0.32      |
|           |                                   |       | VH | 4, 4, 3 |                     |                                                        |                     |
|           |                                   | Galr1 | DH | 4, 4, 3 | -1.32/-3.42/0.659   | 6/5/4                                                  | 0.24/0.019/0.55     |
|           |                                   |       | VH | 4, 3, 3 |                     |                                                        |                     |
|           |                                   | Npy2r | DH | 4, 4, 3 | -5.64/-4.88/-0.902  | 5/6/4                                                  | 0.0024/0.0028/0.42  |
|           |                                   |       | VH | 3, 4, 3 |                     |                                                        |                     |
|           |                                   | Nppa  | DH | 4, 4, 3 | -4.34/-6.03/-0.938  | 6/6/5                                                  | 0.0049/0.0009/0.39  |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
|           |                                   | Oprl1 | DH | 3, 3, 4 | -1.78/-2.78/-0.649  | 4/4/6                                                  | 0.15/0.050/0.54     |
|           |                                   |       | VH | 3, 3, 4 |                     |                                                        |                     |
|           |                                   | Penk  | DH | 3, 4, 3 | -1.40/-0.884/-0.455 | 10/12/10<br>(in duplicate except VH-P14)               | 0.19/0.39/0.66      |
|           |                                   |       | VH | 4, 3, 3 |                     |                                                        |                     |
|           | behavior fear response            | Rxfp3 | DH | 4, 4, 4 | -2.24/-3.15/-3.80   | 6/6/6                                                  | 0.066/0.020/0.0090  |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
|           |                                   | Sstr1 | DH | 4, 4, 3 | -3.12/-3.80/-0.351  | 6/6/4                                                  | 0.021/0.0089/0.74   |
|           |                                   |       | VH | 4, 4, 3 |                     |                                                        |                     |
|           |                                   | Htr2c | DH | 4, 4, 3 | -1.52/-2.15/-1.68   | 6/7/4                                                  | 0.18/0.068/0.17     |
|           |                                   |       | VH | 4, 5, 3 |                     |                                                        |                     |
|           |                                   | Lypd1 | DH | 3, 3, 3 | -0.911/-1.10/-0.801 | 5/5/5                                                  | 0.40/0.32/0.46      |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |
|           |                                   | Npy2r | DH | 3, 4, 3 | -4.43/-5.10/-3.59   | 5/6/4                                                  | 0.0068/0.0022/0.023 |
|           |                                   |       | VH | 4, 4, 3 |                     |                                                        |                     |
|           |                                   | Penk  | DH | 4, 3, 4 | -1.27/-1.02/-0.694  | 13/11/12<br>(in duplicate except DH-P14, P45 & VH-P28) | 0.23/0.33/0.50      |
|           |                                   |       | VH | 4, 4, 4 |                     |                                                        |                     |

How the deposited data were processed for this re-analysis (not part of the article)

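Tissue from the dorsal and the ventral hippocampus of Sprague-Dawley rats at P14, P28 and P45 was used, with 2 libraries per region and age. The authors extracted RNA, prepared the libraries with a TruSeq kit, sequenced pairs of 150 bp reads on a NextSeq500 instrument and mapped them to the rn5 genome with TopHat 2. The values used are the FPKM table deposited by the authors, on a linear scale, with 17933 RefSeq transcripts (17422 with NM_ and 511 with NR_ identifiers), of which 27 have no gene symbol. The authors state that FPKM was scaled by the trimmed mean of M-values across libraries, and the deposited FPKM values do not show whether this was applied. The authors tested read counts with edgeR, and read counts were not used here. The FPKM values were tested for being read counts divided by a length and a depth. Of 7338 ratios between libraries at low values, 58.3% lay near those of whole reads, where 20% would by chance. In the paper's Table S1, 4389 of 4389 such values (100%) lay near whole reads, but it holds only the transcripts listed as enriched, so a model for counts was not run.

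Depth is known from the paper's counts of uniquely mapped read pairs, between 10509726 and 17924402 per library. With 2 libraries per group, the precision of a group mean is given by the SD of the 2 libraries and the standard error of the limma fit, and the counting error of a single value is not known. The FPKM values of a library sum to between 511388 and 537102. Gene coordinates are not given in the table, and gene length and position were not used.

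The 14259 transcripts above 0 FPKM in at least 2 libraries were tested, and 3674 were not. log2(FPKM + 1) was fitted in limma 3.58.1 under R 4.3.3 with 1 mean for each of the 6 groups (lmFit, contrasts.fit, and eBayes with a trend), and p-values were adjusted by the Benjamini-Hochberg method over all transcripts tested for each comparison. Every adjusted p and unadjusted p given for a transcript or a count of transcripts comes from limma. The comparisons were VH against DH at each age, P45 against P14 in each region, and the change of the VH to DH difference between each pair of ages. Transcripts were called at an adjusted p under 0.05 and a fold change above 1.5, and the change of the difference between ages at an adjusted p under 0.05. Highly enriched transcripts were called at all 3 ages with a fold change above 4 at each. Groups 1 to 8 followed the paper's definitions, with the P28 mean required to lie between those of P14 and P45. Distances between libraries were Euclidean over all transcripts tested. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

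The fit and the calls were tested on simulated data with 14259 transcripts, of which 200 differed between regions at P28. Of the 200, 195 (97.5%) were called in the right direction and 169 (84.5%) were found by the change from P14 to P28, while 2 unchanged transcripts were called at P28, 3 in the change from P14 to P28 and 0 at P14 or P45. The median error of the log2 fold change was −0.02. These shares hold only for the sizes, expression levels and spread that were simulated. They do not give the power to find smaller changes, or changes at low FPKM, in the measured values.

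A DH and a VH library were treated as a pair in 1 alternative, in which the replicate number within each age is a block. The pairing comes from the numbering of the libraries alone, and the paper's text does not state that equal numbers mark the same animals. The alternatives set at the start were a pseudocount of 0.1, only transcripts with a mean of at least 1 FPKM, quantile normalization, a fit of only the groups compared, the replicate block, eBayes without a trend, limma's treat test against a fold change of 1.5, an adjusted p under 0.01, and leaving out each of the 12 libraries in turn. For the distances they were the 1000 transcripts with the largest variance and 1 minus the Spearman correlation. Summing the transcripts of 1 gene symbol, which left 13487 to test, was added after the values were seen. A fit that left out 1 library gave fold changes and no p-values.

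Genes named are those the paper names in its results or in Figures 1, 3B, 3C, 4B to 4F, 5A and Supplementary Figure S1E. They also include the 3 largest fold changes per direction and age among the calls with both libraries of 1 region above both of the other, the 5 smallest adjusted p for each change between ages, and the 3 largest changes from P14 to P45 in groups 1 to 4. Some of the genes so chosen are not reported here. Lists of marker genes for cell types were written before the values were seen. Symbols were checked against a RefSeq list, which held 16928 (94.4%) of the identifiers and the same symbol for 14582 (81.3%). Enrichment of GO terms and KEGG pathways, in situ hybridization and qRT-PCR were not analysed here.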

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

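The tests in this part were chosen after the results were seen. In 10 comparisons, involving 6 transcripts, the VH to DH difference changed between 2 ages at an adjusted p under 0.05. From P14 to P28 the log2 difference changed by −1.21 for Cthrc1 (NM_001271300, adjusted p = 0.00964) and by 0.62 for Tnp2 (NM_017057, adjusted p = 0.0318). From P14 to P45 it changed by 0.80 for Il21 (NM_001108943, adjusted p = 0.0107), 1.55 for Plec (NM_001164297, adjusted p = 0.0301), −0.61 for Ntf3 (NM_001270868, adjusted p = 0.0301) and 0.63 for Bcar1 (NM_012931, adjusted p = 0.047). From P28 to P45 it changed by 0.80 for Il21 (adjusted p = 0.0107), 1.57 for Plec, −0.61 for Ntf3 and −0.62 for Tnp2 (adjusted p = 0.0207 for these 3). Over the alternatives set at the start, and over both comparisons where there are 2, the adjusted p went from 0.000996 to 0.412 for Cthrc1, 0.00814 to 0.534 for Tnp2, 0.00544 to 0.534 for Il21 and Plec, 0.00814 to 0.534 for Ntf3 and 0.0249 to 0.396 for Bcar1 from P14 to P45, the highest always with the replicate number as a block.

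A candidate explanation is values near 0 FPKM, where a few fragments set the value. Of the 6 transcripts, 4 stay under 1 FPKM in all 12 libraries, also in those that carry the change: the highest value is 0.747 for Il21, 0.547 for Tnp2, 0.544 for Ntf3 and 0.639 for Cthrc1. Il21 is above 0 only in the P45 VH libraries (0.745 and 0.747 FPKM) and Tnp2 only in the P28 VH libraries (0.547 and 0.537). A change at low expression would look the same, so for these 4 the pattern cannot be told apart from this explanation. Plec is at 1.58 and 2.34 FPKM in the P45 VH libraries, above that level. Cthrc1, Ntf3 and Plec each share their symbol with other transcripts (2, 4 and 11 in all), so a candidate explanation is reads divided differently between the transcripts of one symbol from age to age. With the transcripts summed, 0 of these 3 symbols kept an unadjusted p under 0.05 from limma: the change was 0.40 for Cthrc1 from P14 to P28 (unadjusted p = 0.166), −0.29 and −0.45 for Ntf3 to P45 from P14 and from P28 (unadjusted p = 0.283 and 0.105) and −0.20 and −0.24 for Plec (unadjusted p = 0.204 and 0.137). A change of 1 transcript that is small beside the sum would be lost in the same way, so for Ntf3 and Plec the pattern cannot be told apart from this explanation. That reason does not hold for Cthrc1 in DH at P28, where the transcript was at 0.43 and 0.527 FPKM and the sum at 0.431 and 0.528. The VH sum at P28 was 0.525 and 1.21 FPKM, although the transcript itself was near 0 there. The explanation therefore stays open for Cthrc1 too. Bcar1 is at 43.9 and 44.2 FPKM in DH and 31.0 and 31.5 in VH at P14 and at 26.3 and 26.3 in DH and 28.5 and 30.1 in VH at P45, so low values do not apply to it, and no other technical explanation was tested for it. Of 7 alternatives set at the start, 1 kept the change of Bcar1 from P14 to P45 at its threshold, and the change from P14 to P28 had an adjusted p of 0.251. No biological explanation was tested.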

How the results depend on the processing

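The settings compared here were fixed before the data were examined, except the summing of transcripts, which was chosen after the values were seen. Of 27 results, a pseudocount of 0.1 left 21 within 1.5 times their count or within the spread, only transcripts with a mean of at least 1 FPKM 23, and quantile normalization 24. Of 24 results based on calls, eBayes without a trend left 21 so, the summing of transcripts 21, the replicate block 17, an adjusted p under 0.01 4 and the fit of only the groups compared 2, and of 21 the treat test left 2. Each tally includes groups 7 and 8, which held 0 transcripts in the main fit and in each setting and so could not lose any. They are the 2 left by the fit of only the groups compared and by the treat test. No count of region or group changed by more than 1.5 times with a pseudocount of 0.1, a mean of at least 1 FPKM, quantile normalization, eBayes without a trend or the summing of transcripts, apart from the highly enriched transcripts and the changes between ages. For the changes given below the cause was not tested.

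With a fit of only the groups compared, which leaves 2 residual degrees of freedom where 2 groups are compared, 0 transcripts were called dorsally or ventrally enriched at P14, P28 and P45, 0 and 0 at all ages, and 0 and 0 as highly enriched. The groups 1 to 6 held 60, 79, 0, 0, 0 and 0, the changes between ages 0, 0 and 0, and 0 of 12 marker, 0 of 108 pathway and 0 of 84 disease comparisons were called. At an unadjusted p under 0.05 from limma this fit gave 383 dorsal and 380 ventral transcripts at P14, 386 and 444 at P28, 341 and 368 at P45, 482 rising and 616 falling in DH, 433 and 494 in VH, and 921, 1207 and 1104 for the changes between ages, and 12 of 12 marker, 90 of 108 pathway and 59 of 84 disease comparisons.

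With the replicate number as a block, 166 dorsal and 133 ventral transcripts were called at P14, 156 ventral at P45 and 60 ventral at all ages, and the changes between ages were 0, 0 and 0, with 1073, 1331 and 1166 at an unadjusted p under 0.05 from limma.

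With the treat test against a fold change of 1.5, the dorsal and ventral counts were 0 and 0 at P14, 21 and 26 at P28 and 13 and 19 at P45, 0 and 0 at all ages and 0 and 0 for highly enriched transcripts. Its unadjusted p was under 0.05 for 135 and 158 transcripts at P14. The groups 1 to 6 held 16, 36, 32, 21, 12 and 12, and 6 of 12 marker, 12 of 108 pathway and 4 of 84 disease comparisons were called. At an adjusted p under 0.01 the counts were 102 and 89 at P14, 146 and 132 at P28, 94 and 90 at P45 and 39 and 39 at all ages, 0 for the highly dorsal transcripts, 155, 235, 167, 159, 74 and 105 for groups 1 to 6, 1, 0 and 0 for the changes between ages, and 46 pathway and 21 disease comparisons.

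With a pseudocount of 0.1, 9 highly dorsal and 13 highly ventral transcripts were called, 10 transcripts changed from P14 to P45, and the ratio of the DH to VH distance to that of duplicates was 1.13 at P14, 1.15 at P28 and 1.13 at P45. With only transcripts of a mean of at least 1 FPKM the changes between ages were 0, 0 and 0 (680, 948 and 754 at an unadjusted p under 0.05 from limma) and the ratio at P28 was 1.42. The changes between ages were 1, 0 and 0 with quantile normalization (870, 1131 and 915 at an unadjusted p under 0.05 from limma), 1, 1 and 1 with eBayes without a trend, and 0, 0 and 0 with the transcripts of 1 symbol summed (844, 1090 and 905 at an unadjusted p under 0.05 from limma). Over the 1000 transcripts with the largest variance the ratio was 1.49 at P14 and 1.46 at P28, and with 1 minus the Spearman correlation 1.62, 1.64 and 1.55 (P14, P28 and P45).

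Across the fits that each left out 1 library, from 4 to 8 highly ventral transcripts kept a fold change above 4, with 4 without P14 VH replicate 1, and the ratio went from 1.23 to 1.54 at P14, from 1.28 to 1.43 at P28 and from 1.23 to 1.36 at P45. Of 192 values from these fits, 185 were within the limits above. Single genes changed sign in 5 of 1192 values: Ttr at P14 (from −0.038 without P14 VH replicate 2 to 1.50), Htr1f at P14 (from −0.242 to 0.060 without P14 VH replicate 2), Htr3a at P45 (from −0.085 without P45 VH replicate 2 to 1.47), Gjb1 at P45 (from −0.046 without P45 VH replicate 1 to 0.158) and Kcna1 at P45 (from −0.014 without P45 DH replicate 1 to 0.111). For the 298 values of named genes, 51 no longer met the criteria with the replicate block and 4 newly did. These numbers were 6 and 4 with a pseudocount of 0.1, 1 and 5 with quantile normalization, and 3 and 1 with eBayes without a trend. They were 205 and 0 with the fit of only the groups compared, 168 and 0 with the treat test, and 90 and 0 at an adjusted p under 0.01. With a mean of at least 1 FPKM they were 1 and 19 of 294 values. A model for counts was not run, because only 58.3% of the ratios tested lay near those of whole reads and the paper's Table S1 covers only part of the transcripts. With no read counts, the values under 1 FPKM carry an unknown counting error, which limits the genes at that level.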

Differences from the paper's values

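Of group 7, for which the paper gives 2 genes, 0 transcripts were found here, and 1 at an unadjusted p under 0.05 from limma, and none of the alternatives with p-values set before the data were examined closed the gap. The paper's tables hold 12 highly enriched dorsal genes against 3 transcripts here, and 18 highly enriched ventral genes against 8. With a pseudocount of 0.1, set before the data were examined, the counts were 9 and 13, which lie within 1.5 times the paper's, and the other alternatives did not close the gap.

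The paper's supplementary tables give 42 log2 fold changes for marker genes. Of these, 34 differed from those computed here by more than the error, and all 34 were smaller in size here. The error is the larger SD of the log2 values of the 2 libraries of DH or of VH under the same setting. It does not cover the difference in scale, since adding 1 to FPKM makes the fold changes of low values smaller. A smaller size here is therefore partly built in and does not by itself show that the data disagree. Of the alternatives set before the data were examined, a pseudocount of 0.1 brought 16 of the 34 within the error, and its value is given in brackets for those, while the other alternatives brought 0. The log2 fold change was for Cyp26b1 −2.18 against the paper's −3.50 at P28 and −2.21 against the paper's −3.18 at P45 and for Nr2f2 2.84 against the paper's 3.18 at P28 (3.12 with a pseudocount of 0.1) and 2.53 against the paper's 3.10 at P45. It was for Cpne2 2.14 against the paper's 2.71 at P28 and for Robo3 −0.72 against the paper's −4.32 at P14, −2.24 against the paper's −6.10 at P28 and −2.01 against the paper's −3.14 at P45 (−2.88 with a pseudocount of 0.1). The value was for Hdc −1.33 against the paper's −3.54 at P14 (−3.32 with a pseudocount of 0.1), −2.07 against the paper's −6.41 at P28 and −1.41 against the paper's −5.33 at P45 and for Ppl −1.22 against the paper's −2.59 at P14, −2.65 against the paper's −4.38 at P28 (−3.88 with a pseudocount of 0.1) and −2.32 against the paper's −4.18 at P45 (−3.72 with a pseudocount of 0.1). It came to for Cartpt −1.44 against the paper's −2.74 at P28 and −2.32 against the paper's −3.76 at P45 (−3.63 with a pseudocount of 0.1) and for Tcerg1l 1.87 against the paper's 2.12 at P14 (2.29 with a pseudocount of 0.1), 2.42 against the paper's 3.24 at P28 and 1.63 against the paper's 2.79 at P45. The change was for Bace2 1.66 against the paper's 2.84 at P14 (2.06 with a pseudocount of 0.1), 2.72 against the paper's 4.15 at P28 and 1.32 against the paper's 3.38 at P45 and for Slc38a4 1.58 against the paper's 3.34 at P14 (2.84 with a pseudocount of 0.1), 1.73 against the paper's 3.08 at P28 and 1.52 against the paper's 3.49 at P45 (3.15 with a pseudocount of 0.1). Among the ventral markers it was for Dio3 2.28 against the paper's 3.90 at P14 (4.57 with a pseudocount of 0.1), 1.82 against the paper's 4.83 at P28 (4.24 with a pseudocount of 0.1) and 1.07 against the paper's 2.88 at P45 (2.63 with a pseudocount of 0.1) and for Tacr3 2.40 against the paper's 4.33 at P14, 2.46 against the paper's 3.38 at P28 (3.27 with a pseudocount of 0.1) and 2.20 against the paper's 2.76 at P45 (2.89 with a pseudocount of 0.1). Lastly it was for Dlk1 2.13 against the paper's 7.51 at P14, 2.92 against the paper's 8.49 at P28 and 2.40 against the paper's 5.57 at P45 (4.71 with a pseudocount of 0.1).

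The paper's Table S1 lists Riiad1 (NM_001144957) as ventrally enriched at P14, and here it was lower in VH by −0.11 (adjusted p = 0.918). LOC361016 (NM_001014137) is listed as dorsally enriched at P14, and here it was 0.05 (adjusted p = 0.943), and Tmem54 (NM_001034151), listed as dorsally enriched at P28, is listed at 0 FPKM in the 4 libraries of that age. The RNA-seq value of Hap1 is about 0 at each age in Figure 3C, read by eye. Here both Hap1 transcripts were higher in VH at P14 (2.06 and 1.70), P28 (1.95 and 1.63) and P45 (1.47 and 1.10). The paper's Table S1 lists Hap1 (NM_024133) as ventrally enriched, so in direction the values here depart from the figure and not from that list. The paper places the appearance of regional differences at P28 and P45 by its clustering. Here the 4 P14 libraries made up a cluster of their own when 2 or 3 clusters were formed. Those of P28 and P45 were divided by region at 3. With a pseudocount of 0.1, or over the transcripts with the largest variance, the division into 2 set the P28 and P45 DH libraries apart. The mean distance from DH to VH at P14 (46.31) was close to that from P14 to P28 within DH (47.53) and VH (46.58). From P28 to P45 it was 40.92 in DH and 40.07 in VH. The grouping of the P14 libraries therefore reflects distances between ages too, and does not by itself show a smaller regional difference at P14. The paper's Table S1 lists 360 dorsal and 355 ventral transcripts at P14, and here 260 dorsal and 245 ventral transcripts were called at P14, with a ratio of regional to duplicate distance of 1.34 at P14, 1.35 at P28 and 1.29 at P45. Phkg2, which the paper places in group 7, is listed at 0 FPKM in all 12 libraries, and Mei1 changed by −0.63 in DH (adjusted p = 0.151) and 0.71 in VH (adjusted p = 0.118).

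Of the transcripts in the paper's Table S1 that were tested and not called here, numbering 293 at P14, 256 at P28 and 234 at P45, other settings called some: a mean of at least 1 FPKM 68, 51 and 49, a pseudocount of 0.1 13, 11 and 17, quantile normalization 25, 11 and 10, the replicate block 10, 13 and 16, and eBayes without a trend 7, 2 and 2. The summing of transcripts, chosen after seeing the values, called 38, 28 and 25. Of the 30 comparisons of pathway genes not called here, a mean of at least 1 FPKM called 9 (Chrm5, Nppa and Penk at P28, Chrna4, Gabrb1 and Htr3a at P14, and Galr1, Grin2a and Rxfp3 at P45). Quantile normalization called Chrna4, Gabrb1, Nppa and Penk at these ages, the replicate block Grin2a, eBayes without a trend Chrm5, and a pseudocount of 0.1 Galr1. The summing of transcripts, chosen after seeing the values, called Chrm5, Chrna4, Gabrb1, Grin2a, Nppa and Penk. Of the 33 comparisons of disease genes not called here, a mean of at least 1 FPKM called 5 (Col5a1, Drc1 and Gabrb1 at P14, Tmie at P28 and Dusp6 at P45), a pseudocount of 0.1 called Ltbp2 at P28 and Dsc2 and Phka2 at P45, quantile normalization Gabrb1, and the replicate block Dusp6. The summing of transcripts, chosen after seeing the values, called Dusp6, Gabrb1 and Tmie.

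The ventral markers not called at P45 were Bace2, called with a mean of at least 1 FPKM (adjusted p = 0.0352, range over the alternatives 0.0352 to 1.00), and Dio3, called with that filter (adjusted p = 0.0409) and with the replicate block (adjusted p = 0.0387, range 0.0387 to 1.00), and also with transcripts summed, chosen after seeing the values (adjusted p = 0.0365). Slc6a5 at P28 was called with a pseudocount of 0.1, and so was Slc17a6 at P45. A mean of at least 1 FPKM also called Htr2a at P45 and Egr1 at P14, and the summing of transcripts, chosen after seeing the values, called Egr1 at P14.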

Other observations

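The tests on myelin genes, interneuron genes, shared symbols and the P14 VH duplicates were chosen after the results were seen, and those on choroid plexus genes, immediate early genes and pairing before.

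The second P14 VH library lay nearer to the DH libraries than the first. A score from 147 dorsal and 153 ventral genes called at P28 and P45 was 0.70 for the first and 0.27 for the second, and −1.53 and −1.36 for the P14 DH libraries. Of the ventral genes 126 of 153 were higher in the first library, and of the dorsal genes 116 of 147 were lower. The difference between these duplicates correlated with the VH to DH log2 fold change at the other ages at r = 0.695 across genes, which are not independent. A candidate explanation is a ventral piece that took in more of the neighbouring hippocampus. The same correlation was −0.58 for the P45 VH duplicates and −0.40, 0.17, −0.36 and −0.09 for the other groups, so differences of this kind were not limited to P14 VH. No biological explanation was tested.

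Of 17 transcripts of oligodendrocyte and myelin genes, 16 were lower in VH than in DH at P14 (median log2 difference −1.24), and in 16 both VH libraries lay below both DH libraries, an order that chance gives 1 time in 6. Of the 17, 11 were called at P14, 0 at P28 (median −0.17) and 1 at P45 (median 0.08). The change of the difference had an unadjusted p under 0.05 from limma for 14 transcripts from P14 to P28 and 15 from P14 to P45 (medians 1.01 and 1.16), and an adjusted p under 0.05 for 14 and 15 when the adjustment covered the list alone and for 0 and 0 over all transcripts. A different share of oligodendrocytes in the dissected tissue may produce this, but genes of 1 cell type move together under that explanation and under later myelination of VH alike, so the count of 16 cannot tell them apart. The duplicates differed too, by a median of 0.34 in DH and −0.51 in VH at P14.

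Of 9 interneuron transcripts, 8 were higher in VH at each age (medians 0.54, 0.31 and 0.32), and 4, 2 and 1 were called. A larger share of interneurons in the dissected ventral tissue may produce this, and 8 of 9 cannot tell it from a higher expression per cell.

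Of 10 choroid plexus transcripts, 1 (Ttr) reached 2 FPKM in any library, so choroid plexus carried over unequally between dissections cannot be told from a difference in Ttr itself. At P28, 6 of the 10 were higher in VH and 4 lower. In 4 of them both VH libraries lay above both DH libraries, and in 0 the reverse. Ttr was at 3.45 and 10.0 FPKM in DH and 5.82 and 18.8 in VH at P14, 1.69 and 0.519 and 25.7 and 11.7 at P28, and 1.03 and 1.22 and 9.87 and 5.64 at P45. For 12 immediate early genes the median VH to DH difference was 2.11 times the median difference between duplicates at P14, 1.46 at P28 and 1.03 at P45, so at P45 activity or handling before dissection differing between animals cannot be told from a regional difference. At P14, 10 of the 12 were lower in VH, and in 7 both VH libraries lay below both DH libraries. The direction was the opposite at P28, where 9 were higher in VH, 5 of them with both VH libraries above both DH libraries. At P45, 6 were higher and 6 lower in VH.

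If same-numbered DH and VH libraries come from the same animals, their deviations should correlate. The correlation was 0.111 at most over the ages for all transcripts tested and 0.123 at most for those with a mean of at least 1 FPKM, across transcripts, which does not settle whether they do.

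Of 197 transcripts called here at some age and listed in the paper's Table S1 at none of those ages, 60 (30.5%) share their symbol with another transcript, against 18 of 745 (2.42%) of those called and listed at the same age (Fisher's exact p = 5.12e-29, across transcripts that are not independent) and 8.70% of all tested. A candidate explanation is reads shared between overlapping transcripts of one gene left out of the authors' read counts. The share of 30.5% cannot tell this from reads divided unevenly between the transcripts of one symbol in the FPKM values, which could give calls here.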
